# Transcriptional Profiling of Resistant and Susceptible Cultivars of Grapevine (*Vitis L.*) Reveals Hypersensitive Responses to *Plasmopara viticola*

**DOI:** 10.3389/fmicb.2022.846504

**Published:** 2022-04-25

**Authors:** Peijie Gong, Jun Kang, Ehsan Sadeghnezhad, Ruoxuan Bao, Mengqing Ge, Yaxian Zhuge, Lingfei Shangguan, Jinggui Fang

**Keywords:** downy mildew, grapevine, hypersensitive response, *Plasmopara viticola*, transcriptomic analysis

## Abstract

Grapevine downy mildew is the most serious disease of grapevine cultivars that affects the rate of resistance/susceptibility to *Plasmopara viticola*. In this study, we used the susceptible cultivar “Zitian Seedless” and the resistant cultivar “Kober 5BB” as materials to determine the transcriptome differences and phenotypes of the leaves after inoculation with downy mildew. The differences in microstructures and molecular levels were compared and analyzed. Fluorescence staining and microscopic observations confirmed that hypersensitive cell death occurred around the stomata in “Kober 5BB” infected by downy mildew zoospores. Meanwhile, transcriptomic profiling indicated that there were 11,713 and 6,997 gene expression differences between the resistant and susceptible cultivars at 72 h after inoculation when compared to control (0 h), respectively. The differentially expressed genes of the two cultivars are significantly enriched in different pathways, including response to plant-pathogen interaction, mitogen-activated protein kinase (MAPK) signaling pathway, plant hormone signal transduction, phenylpropanoid, and flavonoid biosynthesis. Furthermore, the results of functional enrichment analysis showed that H_2_O_2_ metabolism, cell death, reactive oxygen response, and carbohydrate metabolism are also involved in the defense response of “Kober 5BB,” wherein a total of 322 key genes have been identified. The protein interaction network showed that metacaspases (MCAs), vacuolar processing enzymes (VPEs), and Papain-like cysteine proteases (PLCPs) play an important role in the execution of hypersensitive responses (HR). In conclusion, we demonstrated that HR cell death is the key strategy in the process of grape defense against downy mildew, which may be mediated or activated by Caspase-like proteases.

## Introduction

The biotrophic oomycetes *Plasmopara viticola* is the causal agent of downy mildew disease in grapevine (*Vitis L*), which causes huge losses in quality, yield, and economic value (Wilcox et al., 2015; Li et al., 2016). *Plasmopara viticola* belongs to the *Peronosporales* Order, which is from *Oomycota* Phylum (Kamoun et al., 2015). It is one kind of plant-pathogen with strong specificity and is only parasitic in the living organs of grapevine (most cases in leaf and young fruit) (Gessler et al., 2011). The infection process of grape downy mildew usually occurs in a high-humid environment (above 85% humidity) with an optimum temperature of 22∼25°C (Gobbin, 2003). The degree of symptoms mainly varies with the surrounding environment and the resistance of the host grapevine (Atak et al., 2017; Frobel and Zyprian, 2019; Weitbrecht et al., 2021). Many studies demonstrated that different varieties of grapevine process different levels of resistance and susceptibility to downy mildew (Gomez-Zeledon et al., 2013; Zhang et al., 2017; Zhao et al., 2019; Heyman et al., 2021). Therefore, cultivating high-quality disease-resistant *Vitis* varieties is the best choice for sustainable viticulture. To improve this breeding strategy, it is necessary to understand in depth of the pathogenic mechanism of *P. viticola* when it invades the grape hosts.

To quarantine biotrophic pathogens at the site of infection, hypersensitive response (HR), as a special form of programmed cell death (PCD), could prevent the progression in plant hosts (Künstler et al., 2016; Balint-Kurti, 2019). In general, the plant’s innate immune system consists of two main immune processes (Jones and Dangl, 2006), containing the fundamental immune response called PAMP (Pathogen-Associated Molecular Patterns)-triggered Immunity (PTI) and a relative and highly evolved immune response called effector-triggered immunity (ETI). During the ETI process, the cells of the host plant performed rapid suicide through HR at the site of infection by the pathogen (Wang et al., 2018). HR could effectively inhibit the spread of pathogens and reduce the possibility of pathogen infection to other parts of the host (Heath, 2000), thereby improving the disease resistance of the host plant. However, in one plant species, the HR phenomenon does not exist in all genotypes or cultivars because it requires the long-term co-evolution of hosts and pathogens (Pontier et al., 1998). Therefore, it is often only manifested in a few resistant genotypes or cultivars. For instance, *Nicotiana* plants, containing the *N* resistance gene, formed the synchronous lesions more effectively than the wild type of tobacco in response to tobacco mosaic virus (TMV), and hypersensitivity improved the plant’s defense (Hatsugai et al., 2004; Wang et al., 2012). Moreover, HR-like phenotypes, as one kind of PCD, have also been described to enhance plant immunity in some other plant species, including tea plant, tomato, ginkgo tree, Arabidopsis, and grapevine (Greenberg and Yao, 2004; van Doorn and Woltering, 2005; Bellin et al., 2009; Wang et al., 2018; Li et al., 2019).

Regulatory mechanisms underlying HR can be different among various plant species. Compared to animals, higher plants do not own any proteins orthologous to caspases (Piszczek and Gutman, 2007; Opdenbosch and Lamkanfi, 2019), which is regulated and executed PCD in most fauna cases. Interestingly, caspase-like enzymatic activity has been found in plant PCD. With recent decades of identification work expanding, a type of cysteine-dependent proteases has finally emerged as the best candidate to replace caspases in plants (Lam and del Pozo, 2000). As of now, the identified proteases participating in PCD can be further classified into 3 protein families in plants: the legumain family-vacuolar processing enzymes (*VPEs*), the metacaspase family (*MCAs*), and Papain-like cysteine proteases (*PLCPs*) (Chichkova et al., 2004; Salguero-Linares and Coll, 2019).

Based on transcriptome data, the use of the bioinformatics approach is an effective method to study the mechanism of plant disease resistance (Naidoo et al., 2018). RNA-seq is a method based on next-generation sequencing technology to fully sequence the transcriptome (Simsek et al., 2017). Although the research on plant HR has made a lot of progress in the past ten years, the transcriptome analysis of grape susceptibility/resistance to downy mildew based on the HR phenomenon need to be considered in detail. Therefore, the investigation of biological processes regarding the network of up-streaming R genes, resistance-related genes, mitogen-activated protein kinase (MAPK) signaling pathway, and reactive oxygen species (ROS) with down-steaming caspase-like proteases can candidate critical points of HR in plants at transcriptional levels.

Here, we performed the transcriptome profiling at the early stages of interaction between the host and pathogen regarding the *Vitis* rootstocks “Kober 5BB” cultivar, which is resistant to *P. viticola* with HR phenomenon, and the table grape *V. vinifera* cv. “Zitian Seedless,” which is highly susceptible to the downy mildew. The key pathways and genes involved in apoptosis-related to two grapevine cultivars were discovered in three levels of signaling including perception, transduction, and response to *P. viticola* in a time-course experiment. According to our model, the results indicate the responsive genes and signaling pathways during downy mildew interaction, supplying new insights into the resistance mechanisms of grapevine to *P. viticola*.

## Materials and Methods

### Plant Material, Oomycetes Isolate, and Treatment

Three-year potted seedlings (resistant cultivar *Vitis* “Kober 5BB” rootstocks and susceptible cultivar *Viti’s vinifera cv.* “Zitian Seedless”) were used as host materials. The test plants were cultivated in the Baima grape test site of Nanjing Agricultural University (N30°10′, E120°5′) from September 2020. Before the experiment, to prevent the host plant’s self-carrying pathogen from interfering with the test results, the potted seedlings were lightly trimmed and then re-cultured in the artificial climate chamber.

The pathogen strain BS-4-MW was collected from the downy mildew localized in the Botanical Institute of Hohenheim University according to the described methods in previous reports (Thines et al., 2006; Kang et al., 2021). Mature sporangia of BS-4-MW was collected into a 1.5 ml Eppendorf tube from well-infected leaves and stored in a −80 freezer as inoculum. The sporangial suspension was prepared from one collected tube by adding sterile distilled water and the concentration was adjusted to 4 × 10^4^ sporangia/ml by using a hemocytometer (model 40449001, Fuchs-Rosenthal, Thomas, Germany) under a light microscope. Afterward, well-washed leaves were infected with sporangial suspension through their abaxial side and kept in a photo chamber (Model: PGX-460C-36L, Saifu, China) with high humidity at 21°C in darkness for 24 h. Then, the leaves were turned, placed on wet tissue paper with their abaxial side up, and further incubated under a photoperiod of 14 h light (25 μmol⋅m-2⋅s-1) with full-spectrum lamps and 10 h darkness (0 μmol⋅m-2⋅s-1) at 21°C. After about 7–10 days, the entire leaf was covered with freshly downy mildew. The inoculation method and conditions of the leaves were as described above, the third leaves of “Kober 5BB” and “Zitian Seedless” were sampled and pictures were taken by the camera (DFC400, Leica, Switzerland) at 1, 7, and 14 days post-inoculation (dpi). The non-wound inoculation of plants *in vivo* was used for RNA-Seq analysis as described in Jayaswall’s report (Jayaswall et al., 2016). Leaf tissues (third-fourth leaves) of “Kober 5BB” and “Zitian Seedless” were sampled at 0 h (with water treated to mimic the inoculated plants), 24 h, and 72 h post-inoculation (HPI), frozen in liquid nitrogen, and stored at −80°C. Three biological replicates were performed.

### Extraction of Total RNA, cDNA Library Construction, and Illumina Sequencing

A total of 18 total RNA samples were isolated using the cetyltrimethylammonium bromide (CTAB) method. The genomic DNA was digested using DNase (TAKARA, Dalian, China). The RNA concentration was measured using a NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, United States). The purified messenger RNA (mRNA) and library construction were performed using an RNA library preparation kit (New England BioLbs, Ipswich, MA, United States) (NEB). The constructed library quality was determined using an Agilent 2100 bioanalyzer and an ABI StepOnePlus Real-Time PCR system, and the qualified cDNA library was sequenced on an Illumina Hiseq 2000 platform conducted by Novogene (Beijing, China^1^).

### Mapping of Reads and Analysis of Differential Gene Expression

All related information was transformed into raw data after online sequencing, removing the low quality, linker contamination, and reads with unknown base N content to obtain clean reads. The subsequently conducted analyses were all based on clean data with high quality. Clean reads were mapped to the *V. vinifera* reference genome^2^ using HISAT2^3^. Using the FPKM index (fragments per kilobase of transcript per million mapped reads) from remote scanning electron microscopy (RSEM) tools, gene and transcript expressions level were calculated and analyzed (Li and Dewey, 2011). Differential expression genes (DEGs) were determined based on the count values of each transcript between libraries using DESeq software (Anders and Huber, 2012). A *P*-value < 0.05 and | log2 (foldchange) | > 1 were set as thresholds for significant differential expression. Genes with FPKM < 0.3 were not considered as expressed genes and were therefore excluded from at least one group (Shangguan et al., 2017). The RNA-Seq raw data from this article can be found at the NCBI repository under the following accession number: GSE182149.

### Functional Annotations of Total DEGs

The differential expression genes of resistant cultivar *Vitis* “Kober 5BB” rootstocks and susceptible cultivar *Vitis vinifera cv.* “Zitian Seedless” was analyzed using online website tools and constructed a Venn diagram^4^. Gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) pathway annotations were performed *via* cluster profile R package (Yu et al., 2012), with thresholds of FDR < 0.05 and *P*-value < 0.05, respectively. Functional annotation of all DEGs was also performed using MapMan *(Vvnifera 145^5^)* (Thimm et al., 2004). Heatmaps of the shared gene expression levels in both the resistant and susceptible grape plant cultivars were obtained using TBtools software (Chen et al., 2020).

### Construction and Analysis of Protein-Protein Interaction Network

The protein-protein interaction (PPI) network was constructed based on the data produced by the Search Tool for the STRING protein interaction database^6^ that search species was *Vitis vinifera*. The PPI network was visualized using the Cytoscape software (Smoot et al., 2011).

### Histochemical Staining and Microscope Observation of Infection Process of *Plasmopara viticola*

To determine and compare the phenotypic responses of the two varieties, photos of leaf disks were taken immediately after infection with pathogens or treatment with distilled water. We repeated the photography every 24 h until the fourth day; then, we continued the photography every 48 h until the tenth day, to follow up and observe the differences between the two cultivars during the infection process. In addition, the leaf disks were stained with Blankophor (Bayer, Leverkusen, Germany; 0.1% (w/v) 10% ethanol solution) at the same time (Kiefer et al., 2002) and the structure of the pathogen showed the specific fluorescence under the microscope. According to the specific operation method, first, we cleaned the observing leaf disk with distilled water and dried it with tissue paper (clean the non-infected side but avoid cleaning especially the inoculation part). In the next step, we placed the leaf disk with the inoculation side up and placed it on the microscope with a glass slide. For fluorescence staining observation, we treated the infected area with 30 μl Blankophor solution and used a fluorescence microscope (DM750, Leica, Switzerland) with a camera (DFC400, Leica, Switzerland) under ultraviolet light adjusted with DAPI mode (filtered light) Plate A, excitation filter BP 340—380 nm, interference filter LP 425. For picture analysis, we used Leica Application Suite software to save and analyze the results.

### Gene Expression Validation by Quantitative Real-Time PCR

For qRT-PCR, the RNA was extracted from grapevine leaves treated with *P. viticola* using the Trizol (Invitrogen) method as described in the instructions. The genomic DNA was digested using DNase (TAKARA, Dalian, China). The cDNA was prepared using the Hifair II 1st Strand cDNA Synthesis SuperMix for qRT-PCR (YEASEN, Shanghai, China). Specific forward and reverse primers were designed using Primer premier software and the qRT-PCR amplification reactions were performed on an ABI 7500 Real-Time PCR System (Applied Biosystems, United States) using SYBR Green (Vazyme, Nanjing, China) with three replicates. The *EF-1*α gene was used as an internal control (Monteiro et al., 2013). The relative expression levels were calculated using the 2-ΔΔCT formula (Schmittgen and Livak, 2008). The Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines was followed for performing the qRT-PCR experiments (Bustin et al., 2009).

## Results

### Pathogenicity of *P. viticola* in Grapevine Cultivars

We evaluated the rate of resistance among two cultivars including resistant and susceptible cultivars according to downy mildew symptoms. Our observation confirmed that inoculation of *P. viticola* sporangia suspension BS-4-MW strain on leaf belonged to the resistant cultivar *Vitis* “Kober 5BB” rootstocks was significantly less than the susceptible cultivar *Viti’s vinifera cv.* “Zitian Seedless” (Figures 1A,B). Pathogenicity tests showed that “Zitian Seedless” leaves had the typical downy mildew symptoms during pathogen infection (1, 7, and 14 dpi) (Figure 1B), but “Kober 5BB” leaves did not form visible sporangia during the inoculation process, instead of forming a few small necrotic spots (Figure 1A). This result confirmed the clear susceptible/resistance difference between two grape genotypes *via* the same *P. viticola* strain infection.

**FIGURE 1:**
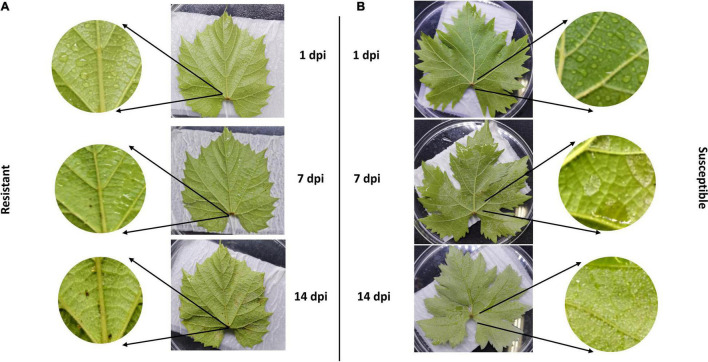
Relative-resistant (“Kober 5BB”) and relative-susceptible (“Zitian Seedless”) grape leaves symptom after downy mildew infection. Phenotypic characters and symptoms of grape downy mildew on leaves of resistant cultivar **(A)** *Vitis* rootstocks “Kober 5BB” and **(B)** *Vitis vinifera cv. “*Zitian Seedless” inoculated by *P. viticola* BS-4-MW.

### Microscopic Observation of HR on Inoculated Leaves

To confirm whether the HR spots are located in the infection area and involved in grape resistance to *P. viticola* BS-4-MW, the leaves of *Vitis* “Kober 5BB” rootstocks, and *V. vinifera cv.* “Zitian Seedless” were inoculated with sporangia suspensions and, then, stained with Blankophor standing solution. Based on the result of Figure 1, we chose 10 dpi to observe the difference in leaf disk symptoms between resistant and susceptible grapes *via* a Florence microscope. As shown in Figures 2A1–A3, the sporangia are shown on the surface of the “Zitian Seedless” leaf disk gradually since 5 dpi (days post-infection), but was not observed on “Kober 5BB” during the whole process. However, the formation of necrotic sites could be observed on the “Kober 5BB” disks around the stomata area since 5 dpi, the starting position for downy mildew to infect the host (Figures 2C1–C3). Also, the “Kober 5BB” leaves exhibited thickening of the cell walls and epidermal cell necrosis, and part mesophyll cells became necrotic as well (Figures 2D1–D3). Furthermore, under the DAPI field, to see the specific fluorescence of downy mildew, the results showed that “Zitian Seedless” mycelium and sporangia gradually grow and spread around the many areas of leaf disk (Figures 2B1–B3), whereas “Kober 5BB” did not show sporangia formation with very rare mycelium growth (Figures 2D1–D3). Besides, we took five-time points (dncysted zoospores, 1, 3, 5, and 7 dpi) to photograph the morphological structure of *P. viticola* in the two grape varieties, including zoospore germinated tube, invasive hyphae, haustoria, and sporangium (Supplementary Figure 1). We observed a complete infection process in “Zitian Seedless” with many sporangia formations observed at 7 dpi. In “Kober 5BB,” even with zoospore germination, invading hyphae, and successive appearance of haustoria (within 3 dpi), the distribution of mycelium was relatively limited since the death site appeared from 3dpi, and very few sporangia were observed at 7 dpi. Overall, these results suggest that hyphae successfully infected “Zitian Seedless” leaves *in vivo* but did not elicit an HR. Moreover, the HR is associated with “Kober 5BB” resistance to *P. viticola* BS-4-MW.

**FIGURE 2:**
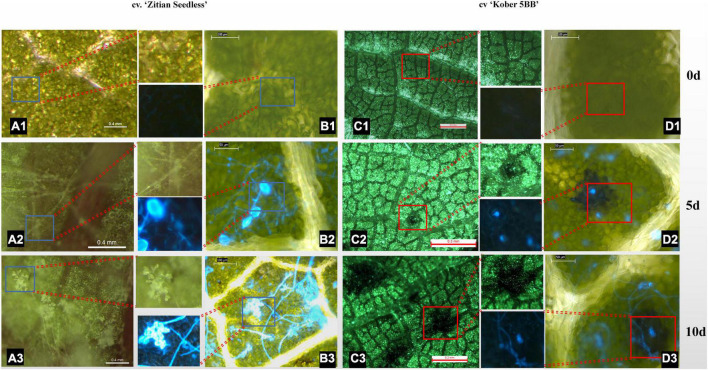
Leaf/Leaf disk symptoms of “Zitian Seedless” and “Kober 5BB” under different magnification of florence microscope after *P. viticola* BS-4-MW infection. **(A1–A3)** Symptoms of “Zitian Seedless” leaf abaxial side up were taken at 0, 5 and 10 d (days) after infection. **(B1–B3)** Sporangia on the same condition of **(A)** after blankophor staining. Blue frame is enlarged for revealing downy mildew sporangia on “Zitian Seedless”; **(C1–C3)** Symptoms of “Kober 5BB” leaf abaxial side up were taken at 0, 5 and 10 d (days) after infection. **(D1–D3)** Sporangia on the same condition of **(C)** after blankophor staining. Red frame is enlarged for indicating HR spots on “Kober 5BB”; The scale bar in the picture and the corresponding length unit reflects the objective size.

### *Plasmopara viticola* Uniquely Alters the Transcriptomic Profiling of Resistant and Susceptible Cultivars in Grape

In total, 826,124,582 raw data reads were generated from 18 samples, and the Q30 (%) of all samples (the percentage of bases with a base recognition accuracy rate above 99.9%) was higher than 94.05%. 

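The RNA-Seq experiment covered leaves of "Kober 5BB", a grapevine rootstock resistant to downy mildew, and of "Zitian Seedless", a susceptible V. vinifera cultivar. Leaves were taken at 0, 24 and 72 h after inoculation with BS-4-MW, an isolate of the oomycete P. viticola, with 3 biological replicates in each of the 6 groups. The 0 h leaves were treated with water. Water-treated leaves of 24 or 72 h are not analysed here, so each change is a change against the 0 h libraries of the same cultivar. The paper describes leaves 3 to 4 of plants inoculated in vivo, RNA extracted with CTAB and a HiSeq instrument. The sample labels describe detached leaves 4 to 7, leaf discs, Trizol and paired-end reads of 150 bp from a NovaSeq instrument. The authors mapped clean reads to the V. vinifera reference with HISAT2 and state that FPKM came from RSEM. The genome build is not given in the sources used here. The deposited table gives FPKM for 32247 genes, 1586 of them new transcripts assembled by the authors, with positions for each gene and a description for 5682 genes. Multiplied by the gene's length and by 1 constant per library, 100% of its 580446 values came within 0.01 of a whole number of fragments. Between 17669216 and 17977840 fragments lay on genes in the "Kober 5BB" libraries of 0 h (median 17675512), 16446370 to 17750853 at 24 hpi (median 17606553) and 15579980 to 16797114 at 72 hpi (median 16163710). In "Zitian Seedless" the ranges were 18380412 to 19465282 at 0 h (median 19397608), 17964178 to 21591369 at 24 hpi (median 19694750) and 17487642 to 18021728 at 72 hpi (median 17655824). The library size that the FPKM values were divided by was not this total. It was proportional to the median-of-ratios size factor of the library, with a largest relative deviation of 4.9e-15 over the 18267 genes above 0 in every library. Divided by the total on genes, that library size ranged from 0.817 to 0.847 in "Zitian Seedless" at 0 h and from 1.21 to 1.22 in "Kober 5BB" at 72 hpi. Differential expression was tested with limma on log2(FPKM + 0.3), so fold changes of genes with low FPKM are understated. The test covered the 24038 genes with a mean FPKM of at least 0.3 in at least 1 group, and all 18 libraries entered 1 model of 6 groups. A gene was called a DEG at an unadjusted P under 0.05 with an absolute log2 fold change above 1, the thresholds of the paper. Adjusted p-values of single genes are Benjamini-Hochberg values from the same limma model, and errors of FPKM values are SDs of 3 replicates.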

Then, the raw read sequences were filtered and passed through quality control. In total, 801,100,242 clean data containing 120.19 G nucleotide sequences were obtained with rates of more than 96.97%. 

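Fragments counted on genes made up a median of 78.6%, 77.1% and 76.5% of the clean read pairs at 0, 24 and 72 h in "Kober 5BB" and 84.2%, 84.5% and 83.8% in "Zitian Seedless". The lowest library of "Zitian Seedless", at 83.7%, lay above every library of "Kober 5BB". The paper's Table S1 shows the same order for all mapped reads, with the paper's values between 87.03% and 89.59% in "Kober 5BB" and between 94.07% and 94.65% in "Zitian Seedless".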

Next, more than 87.03% of high-quality reads from individual sample types were mapped to the grapevine reference genome, of which 84.89% or more were mapped uniquely (Supplementary Table 1). 

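Of all genes in the table, 62.1% to 64.6% reached an FPKM of 0.3 in the libraries of "Kober 5BB" and 61.5% to 63.7% in those of "Zitian Seedless". The median over the 18 libraries was 63.1%, and it was 68.2% with a limit of 0.1 in place of 0.3. The ranges of the cultivars overlapped. Between 8759 and 9844 genes per library were listed at 0.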

Only 61.51 to 64.52% of genes (32,247 genes in total) showed an FPKM value ≥ 0.3 (Figures 3A,B and Supplementary Tables 2, 3). More than half of the genes had transcriptional values exceeding 1 (Figure 3B and Supplementary Tables 2, 3).

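An FPKM above 1 was found for 52.8% to 55.9% of the genes, with a median over the libraries of 54.4%. The medians of the 3 replicates lay between 53.1% in "Zitian Seedless" at 0 h and 55.6% in "Kober 5BB" at 0 h, and the replicates of "Kober 5BB" at 24 hpi alone spanned 53.5% to 55.4%. The gene with the most fragments took at most 2.20% of the fragments of any library.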

**FIGURE 3:**
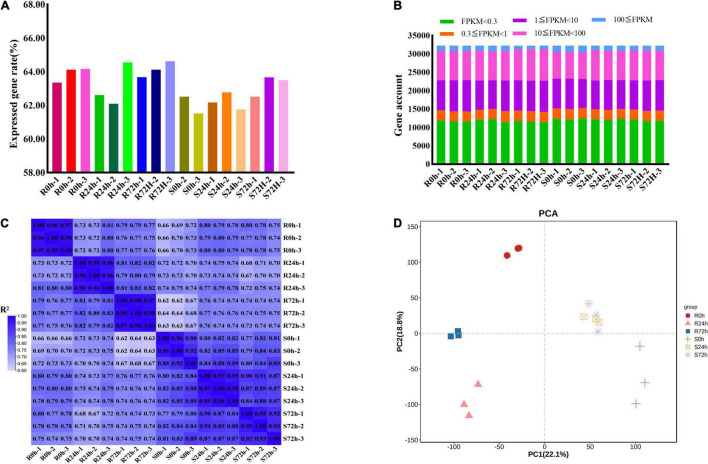
Different samples analysis and gene expression information. **(A)** Rate of expressed genes based on all genes. **(B)** Gene numbers of different fragments per kilobase of transcript per million mapped reads (FPKM) values. **(C)** Correlation matrix showed the correlation between samples. **(D)** Principal Component Analysis (PCA) were performed on the biological replicates of each sample. R resistant cultivar *Vitis* “Kober 5BB” rootstocks. S *Vitis vinifera cv*. “Zitian Seedless”.

To check the quality of data and obtain an overview of variations among all samples, the degree of sample repeatability was evaluated according to the R^2^ value. 

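The squared Pearson correlation of log2(FPKM + 0.3) across all genes was 0.916 to 0.981 in the 18 pairs of replicates (median 0.966). Genes are not independent replicates, so no p-value is given. It was 0.792 to 0.933 in the 54 pairs of libraries of the same cultivar at different times (median 0.875) and 0.731 to 0.847 in the 81 pairs of libraries of different cultivars (median 0.808). The lowest value within a group, 0.916, belonged to replicates 1 and 3 of "Zitian Seedless" at 0 h. It lay below the highest value between times of the same cultivar. Within "Kober 5BB" the values were 0.966 to 0.974 at 0 h, 0.960 to 0.974 at 24 hpi and 0.975 to 0.981 at 72 hpi. Within "Zitian Seedless" they were 0.916 to 0.965 at 0 h, 0.963 to 0.979 at 24 hpi and 0.939 to 0.961 at 72 hpi. On FPKM without logs the median within groups was 0.954, with a range of 0.691 to 0.997.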

Overall, all biological repetitions showed highly correlated expressions (Figure 3C). In addition, principal components analysis (PCA) was conducted using RPKM values. Principal component (PC) 1 explained 22.1% of the variation and PC2 comprised 18.8% of the variance, which combined analysis of variance revealed 40.9% among 6 groups (18 samples). 

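PCA of FPKM values without logs, each gene centred and scaled to unit variance, used the 27421 genes that varied among the 18 libraries. PC1 carried 22.1% of the variance, PC2 18.8% and PC3 15.2%. PC1 and PC2 together carried 41.0%. The sum was 58.1% for log2(FPKM + 0.3) of the tested genes without scaling, the setting that moved it most, and 40.5% to 42.6% with each library left out in turn.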

Using transcriptomic data, the resistant (R) and susceptible (S) accessions were separately classified into two groups. Therefore, transcriptomic data regarding both R and S genotypes indicated the *P. viticola* BS-4-MW treated samples have considerable variations in comparison with mock in response to pathogen attack. Furthermore, PCA plots revealed very little to no variance among all sample replicates and confirmed the high reproducibility of biological replicates and high-quality sequencing data (Figure 3D).

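On PC1 the mean scores of "Kober 5BB" were 33.1 at 0 h, 81.8 at 24 hpi and 97.9 at 72 hpi, and those of "Zitian Seedless" were -105.2, -53.0 and -54.7 at the same times. The cultivars lay apart on PC1 under every setting tried and with each library left out. The centroids of the cultivars at 0 h were 225.7 apart on PC1 and PC2. On this plane the 0 h centroid of "Kober 5BB" lay 129.3 and 127.8 from those of "Zitian Seedless" at 24 and 72 hpi. The later centroids of its own cultivar lay further away, at 217.8 and 134.2. Median squared correlations of its libraries were 0.840 and 0.831 with "Zitian Seedless" at 24 and 72 hpi, and 0.801 and 0.831 with "Kober 5BB".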

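In "Kober 5BB" the centroid of the 0 h libraries lay 217.8 from that of 24 hpi and 134.2 from that of 72 hpi on the plane of PC1 and PC2. The largest distances between replicates of these groups were 16.7, 44.9 and 10.6. In "Zitian Seedless" the 0 h centroid lay 97.1 from 24 hpi and 99.3 from 72 hpi, against a largest distance of 81.3 between its own replicates. The centroids of 24 and 72 hpi in this cultivar were 3.90 apart, less than the distance between replicates of either group, so PC1 and PC2 did not separate these times. Along PC2 the mean scores were -116.3, 96.0 and 1.24 in "Kober 5BB" and 62.1, -19.8 and -23.3 in "Zitian Seedless" at 0, 24 and 72 h, so the first change ran in opposite directions in the 2 cultivars. From the separate grouping of the accessions the paper reasons that inoculated samples of both cultivars varied considerably from the mock.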

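Replicates of "Zitian Seedless" lay up to 18.3 apart at 24 hpi and up to 40.3 apart at 72 hpi on PC1 and PC2. Over all components, replicates of a group lay 117 to 228 apart and libraries of different groups 177 to 300. The median SD of log2(FPKM + 0.3) across tested genes was 0.214, 0.220 and 0.161 in "Kober 5BB" and 0.387, 0.240 and 0.295 in "Zitian Seedless" at 0, 24 and 72 h.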

### Validation of Differential Expression Data and Temporal and Spatial Expression Analysis in Resistant/Susceptible Cultivars

To validate the RNA-Seq results, 10 DEGs were randomly selected for qRT-PCR analysis. Gene-specific qRT-PCR primer pairs are listed in Supplementary Table 4. The expression results showed that the expression patterns were similar between the qRT-PCR and RNA-Seq data at different times post-inoculation, suggesting reliable expression data by RNA-Seq (Figure 4). The three HR and caspase-like genes (*VPE*, *MCA*, and *PLCP*) showed different trends in resistant and susceptible cultivars. Among the resistant cultivars, *VPE*, *MCA*, and *PLCP* were upregulated at 72 hpi compared to 0 h. 

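Table S4 pairs VPE with VIT_00s0323g00100, MCA with VIT_16s0013g00210 and PLCP with VIT_07s0031g00050. In the authors' reference VPE lies in the unplaced part of the assembly from 23374306 to 23377586, MCA on chromosome 16 from 5117219 to 5121708 and PLCP on chromosome 7 from 16300918 to 16302994. The FPKM of VPE in "Kober 5BB" was 0.0537 ± 0.0454 (SD, n = 3) at 0 h, 0.0563 ± 0.0489 at 24 hpi and 0.608 ± 0.160 at 72 hpi. Its log2 fold change at 72 hpi was 1.35 (standard error 0.43, adjusted p = 0.0161), past the thresholds, and it fell to 0.61 with a pseudocount of 1 because the gene lies near the filter. MCA rose from 2.80 ± 0.573 FPKM to 5.74 ± 0.142 at 24 hpi and 5.52 ± 1.39 at 72 hpi. Its log2 fold changes were 0.98 (standard error 0.24, adjusted p = 0.00314) and 0.90 (standard error 0.24, adjusted p = 0.00625), both short of the threshold of 1. Without "Kober 5BB" 0 h replicate 1 they were 1.12 and 1.05, and without "Kober 5BB" 72 h replicate 3 the value at 72 hpi was 1.02. At 24 hpi the gene was also called with a pseudocount of 0.1 (1.03) and after quantile normalization (1.08). PLCP rose from 207 ± 14.9 FPKM to 367 ± 54.6 and 486 ± 47.7. Its log2 fold change was 1.23 (standard error 0.24, adjusted p = 6.3e-04) at 72 hpi and 0.82 (adjusted p = 0.00965) at 24 hpi, where it was called after quantile normalization (1.00).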

At 72 dpi, *VPE* expression showed a decreasing trend, while the expression of *MCA* and *PLCP* showed an increasing trend in susceptible cultivars. 

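In "Zitian Seedless" the FPKM of VPE was 0.288 ± 0.498 at 0 h, 0.00779 ± 0.0135 at 24 hpi and 0.120 ± 0.207 at 72 hpi. Each of the 3 means came from 1 library, replicate 3 at 0 h and 72 hpi and replicate 1 at 24 hpi, and the other libraries were listed at 0. The log2 fold change at 72 hpi was -0.27 (adjusted p = 0.673). MCA went from 2.64 ± 0.485 FPKM to 3.37 ± 0.685 and 2.11 ± 0.608, with a log2 fold change of 0.31 (adjusted p = 0.374) at 24 hpi and -0.31 (adjusted p = 0.35) at 72 hpi. PLCP stood at 393 ± 10.4, 391 ± 44.0 and 423 ± 208 FPKM, with log2 fold changes of -0.01 and 0.00 (adjusted p = 1 and 1). None of these changes was called. The change at 72 hpi differed between the cultivars by 1.62 (standard error 0.60, adjusted p = 0.0424) on the log2 scale for VPE, 1.21 (standard error 0.34, adjusted p = 0.0108) for MCA and 1.23 (standard error 0.34, adjusted p = 0.0094) for PLCP. The difference for VPE had an adjusted p of 0.0645 with a pseudocount of 0.1 and 0.0703 without "Zitian Seedless" 0 h replicate 3, the lone 0 h library above 0, where it was 0.97. The adjusted p also lay above 0.05, between 0.0525 and 0.0967, without any 1 of the 3 "Kober 5BB" replicates of 0 h, replicate 1 or 3 of "Kober 5BB" at 72 hpi, or replicate 1 or 2 of "Zitian Seedless" at 72 hpi. It was 0.0702 with no filter and 0.0927 with only the groups compared in the model.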

Although *MCA* and *PLCP* showed an upregulated expression trend in susceptible cultivars, their expression levels were lower than those in resistant cultivars. In addition, allene oxidase synthases (AOS) and *WRKY* were upregulated in resistant and susceptible cultivars at 72 hpi, while chalcone synthase (CHS), NLR (VIT_18s0041g02210), NLR (VIT_18s0089g00270), and ascorbate peroxidase (APX) showed opposite expression trends, and type-2 peroxiredoxin (PrxII) was downregulated in both cultivars. 

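At 72 hpi the libraries of "Kober 5BB" held 4.51 to 7.11 FPKM of MCA and those of "Zitian Seedless" 1.47 to 2.68, without overlap. At 24 hpi the ranges were 5.59 to 5.87 and 2.58 to 3.79. For PLCP the libraries overlapped at 72 hpi, with up to 535 FPKM in "Kober 5BB" and 289 to 662 in "Zitian Seedless", and at 24 hpi, with 305 to 409 and 352 to 438. These levels at 24 and 72 hpi were not tested against each other. At 0 h the log2 difference, "Kober 5BB" minus "Zitian Seedless", was 0.07 (adjusted p = 0.834) for MCA and -0.93 (adjusted p = 0.00405) for PLCP.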

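The AOS gene of Table S4, VIT_03s0063g01830 (on chromosome 3 from 5160926 to 5173965), had at most 0.121 mean FPKM in any group, was listed at 0 in every "Kober 5BB" library of 0 h, and did not pass the filter. The WRKY gene VIT_04s0008g06600 (on chromosome 4 from 6569931 to 6576445) went from 1.91 ± 0.282 FPKM at 0 h to 0.763 ± 0.0357 and 3.62 ± 0.272 in "Kober 5BB" and from 2.63 ± 0.756 to 1.88 ± 0.283 and 3.60 ± 0.589 in "Zitian Seedless". Its log2 fold changes at 72 hpi were 0.83 (adjusted p = 0.00545) and 0.44 (adjusted p = 0.131), and it was called only as a fall of -1.05 at 24 hpi in "Kober 5BB", which was -0.72 with a pseudocount of 1, -0.95 after quantile normalization and -0.96 without "Kober 5BB" 0 h replicate 1. CHS, VIT_16s0100g00770 (on chromosome 16 from 16268744 to 16270610), rose from 0.340 ± 0.301 to 3.72 ± 1.05 FPKM in "Kober 5BB" at 72 hpi and fell from 9.57 ± 7.24 to 2.05 ± 1.78 in "Zitian Seedless". The log2 fold changes were 2.72 (adjusted p = 0.00559) and -2.39 (adjusted p = 0.0163), and they differed by 5.10 (adjusted p = 0.00101). The fall in "Zitian Seedless" had an adjusted p of 0.190 with only the groups compared in the model. The name CHS is that of Table S4, and the table of FPKM values gives the gene no description. Its neighbour VIT_16s0100g00780 is described as stilbene synthase 5 and was chosen after its values were seen. That neighbour changed by 3.18 in "Kober 5BB" and by -2.94 in "Zitian Seedless" at 72 hpi. Whether VIT_16s0100g00770 is a chalcone synthase was not settled here. VIT_18s0041g02210 (on chromosome 18 from 27341122 to 27342959) fell from 19.7 ± 3.99 to 4.15 ± 1.24 and 1.09 ± 0.103 FPKM in "Kober 5BB", log2 fold changes of -2.18 and -3.83. In "Zitian Seedless" it was listed at 0 in every library of 0 h and reached 0.213 at 72 hpi, a log2 fold change of 0.69 (adjusted p = 0.0837) that was called with a pseudocount of 0.1 (1.37) and without "Zitian Seedless" 72 h replicate 3 (1.04). VIT_18s0089g00270 (on chromosome 18 from 27994460 to 27995057) was listed at 0 in "Kober 5BB" at 0 h and reached 0.436 ± 0.540 FPKM at 72 hpi. The log2 fold change of 1.06 (adjusted p = 0.109) was called with a pseudocount of 0.1 (1.94) and without "Kober 5BB" 72 h replicate 1 (1.27) or replicate 2 (1.40). In "Zitian Seedless" the same gene had 1.42 ± 1.31, 0.262 ± 0.325 and 0.596 ± 0.242 FPKM, and its fall of -1.48 at 24 hpi lost its call with a pseudocount of 1 (-0.83), with only the groups compared in the model (adjusted p = 0.212) and without "Zitian Seedless" 0 h replicate 1 (-0.89), 24 h replicate 2 (-1.25) or 24 h replicate 3 (-1.27). APX, VIT_18s0001g06370 (on chromosome 18 from 4765814 to 4772318), changed by -1.98 (adjusted p = 4.2e-05) in "Kober 5BB" and by 0.95 (adjusted p = 0.0156) in "Zitian Seedless" at 72 hpi, and the latter was called without "Zitian Seedless" 0 h replicate 2 (1.14) or 72 h replicate 3 (1.22). PrxII, VIT_11s0016g03630 (on chromosome 11 from 2964436 to 2968009), fell from 545 ± 17.1 to 306 ± 8.31 and 264 ± 16.8 FPKM in "Kober 5BB", a log2 fold change of -1.05 (adjusted p = 0.00167) at 72 hpi that was -0.35 after quantile normalization. In "Zitian Seedless" its FPKM was 299 ± 134, 364 ± 42.0 and 216 ± 14.1, with 0.38 (adjusted p = 0.248) at 24 hpi and -0.36 (adjusted p = 0.241) at 72 hpi.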

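The paper names 18 genes by identifier or by a description that the table resolves, and 17 of them passed the filter. In the 4 comparisons against 0 h and the comparison of the cultivars at 0 h, 52 of their 85 tests had a p-value under 0.05 adjusted over the list alone, and 50 had one adjusted over all genes. The list was taken from a paper that chose genes on these libraries, so the first count is not independent evidence. Table S4 also lists primers for VIT_15s0048g02420 (on chromosome 15 from 16601304 to 16602232) without a name. Its FPKM was 391 ± 91.9, 199 ± 17.9 and 571 ± 37.5 in "Kober 5BB" and 80.2 ± 10.8, 44.3 ± 23.2 and 836 ± 155 in "Zitian Seedless" at 0, 24 and 72 h. The log2 fold change at 72 hpi was 0.57 (adjusted p = 0.116) in "Kober 5BB", where quantile normalization gave 1.38 and a call, and 3.37 (adjusted p = 1.0e-06) in "Zitian Seedless". The qRT-PCR values were not used here.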

The above results indicated that 10 genes responded to *P. viticola* in both resistant and susceptible cultivars, in particular HR and caspase-like genes (*VPE*, *MCA*, and *PLCP*) deserve further research.

**FIGURE 4:**
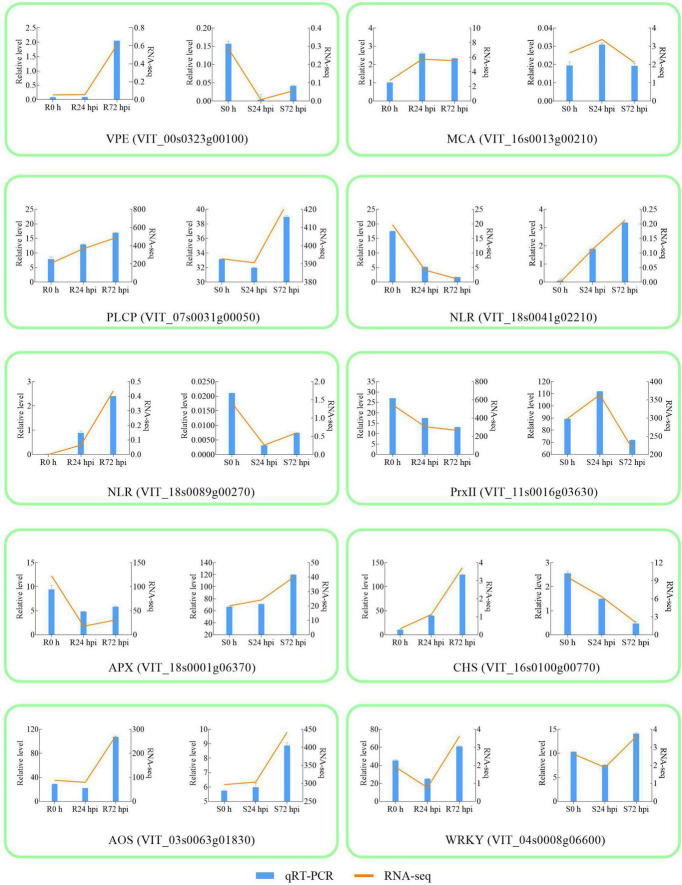
Validation of RNA-seq by qRT-PCR. The column chart and the main longitudinal coordinate represent the relative expression of quantitative real-time PCR (qRT-PCR), while the broken line diagram and the secondary longitudinal coordinate represent the FPKM value of RNA-seq. VPE Vacuole processing enzyme; MCA metacaspase; PLCP Papain-like cysteine protease; NLR Nucleotide-binding domain and Leucine-rich Repeat; PrxII type-2 peroxiredoxin; APX ascorbate peroxidase; CHS chalcone synthase; AOS allene oxidase synthase; R resistant cultivar *Vitis* “Kober 5BB” rootstocks. S *Vitis vinifera cv.* “Zitian Seedless”.

### DEGs Behave Based on the Time Course in Both Resistance and Susceptible Cultivars

In our study, the significant DEGs were used to further analyze their function in both cultivars of grapevine in response to *P. viticola* BS-4-MW. A total of 11,713 and 6,997 DEGs were identified in the inoculated leaves of “Kober 5BB” and “Zitian Seedless,” respectively (Supplementary Figure 2). 

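At the thresholds of the paper, 11629 genes were called in "Kober 5BB" at 24 or 72 hpi or at both, and 7968 in "Zitian Seedless". Leaving out each library of the cultivar in turn gave 11296 to 11991 and 7690 to 8718. In 20 simulations of unchanged groups on the real spread, 503 to 584 genes per simulation passed the same thresholds in "Kober 5BB" and 521 to 574 in "Zitian Seedless". With no p threshold at all, the number of genes with an absolute log2 fold change above 1 was 1.67 times as high in "Kober 5BB" as in "Zitian Seedless" at 24 hpi and 1.30 times at 72 hpi.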

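At 24 hpi, 4022 genes were upregulated and 4691 downregulated in "Kober 5BB", so 46.2% of the calls were upward. In "Zitian Seedless" 2650 were upregulated and 2453 downregulated, 51.9% upward. At a Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted P, 8468 and 4675 genes were called. Scaling each library by its total of fragments on genes, a setting added after the data were seen, moved the median log2 fold change of all genes by 0.29 in "Zitian Seedless" and the upward share there to 75.6% (4403 up and 1423 down). In "Kober 5BB" it moved the median by -0.03 and left 44.9% upward. Among called genes above 10 FPKM with every inoculated library beyond every 0 h library, the largest rise in "Kober 5BB" was VIT_18s0001g06090 (on chromosome 18 from 4613633 to 4615316), from 0.271 ± 0.181 to 455 ± 147 FPKM, a log2 fold change of 9.65 (standard error 0.37, adjusted p = 8.0e-11). Its neighbour VIT_18s0001g06120 (on chromosome 18 from 4629508 to 4631173) went from 0.203 ± 0.146 to 297 ± 91.1 FPKM, a change of 9.21 (adjusted p = 3.3e-10). Both fell in "Zitian Seedless", with log2 fold changes of -3.91 and -2.71, from 839 ± 459.9 and 214 ± 117 FPKM. The largest falls in "Kober 5BB" were VIT_09s0018g01800 (on chromosome 9 from 19158475 to 19159779), from 191 ± 216 to 0.250 ± 0.433 FPKM, and VIT_14s0083g00260 (on chromosome 14 from 22303428 to 22307059), from 489 ± 74.2 to 21.4 ± 36.1. In "Zitian Seedless" the largest rises were VIT_10s0003g02890 (on chromosome 10 from 5014595 to 5015426), described as a chlorophyll a-b binding protein, from 0.907 ± 0.685 to 308 ± 182 FPKM with a log2 fold change of 7.97 (adjusted p = 2.7e-07), and VIT_05s0062g00250 (on chromosome 5 from 18409831 to 18411279), described as a xyloglucan endotransglucosylase/hydrolase, from 2.35 ± 2.37 to 217 ± 28.0. The largest falls were VIT_01s0011g03090 (on chromosome 1 from 2766597 to 2767444), from 496 ± 372 to 2.69 ± 1.45 FPKM, and VIT_09s0002g05810 (on chromosome 9 from 5612730 to 5616661), from 65.7 ± 32.2 to 0.792 ± 0.408. The table gives no description for the other 6 of these genes.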

Compared with the unigene transcription at 0 h (control), 4,434 and 4,000 DEGs were up- and downregulated in “Kober 5BB” at 24 hpi, respectively; however, 2,357 and 2,278 DEGs were up- and downregulated in “Zitian Seedless,” respectively. 

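At 72 hpi, 3479 genes were upregulated and 4152 downregulated in "Kober 5BB" (45.6% upward), and 3142 and 2596 in "Zitian Seedless" (54.8% upward). With the adjusted p in place of the unadjusted P, 7347 and 5353 genes were called. Under the scaling by total fragments the upward share was 59.0% in "Kober 5BB" (4815 up and 3340 down) and 65.3% in "Zitian Seedless" (3748 up and 1990 down), with median shifts of 0.20 and 0.14, so which direction held more DEGs in "Kober 5BB" depended on the scaling. By the same rule as at 24 hpi, the largest rises in "Kober 5BB" were VIT_07s0141g00480 (on chromosome 7 from 284900 to 285714), with 85.8 ± 4.60 FPKM, and VIT_16s0050g01960 (on chromosome 16 from 18910683 to 18911407), with 74.7 ± 13.6 FPKM. Both were listed at 0 in every library of 0 h. The largest falls were VIT_11s0037g00290 (on chromosome 11 from 8087686 to 8088767), from 225 ± 44.5 FPKM, and VIT_18s0041g01320 (on chromosome 18 from 25972962 to 25973198), from 103 ± 22.6 FPKM, both listed at 0 in every library of 72 hpi. In "Zitian Seedless" the largest rises were VIT_10s0003g02900 (on chromosome 10 from 5026578 to 5027393), described as a chlorophyll a-b binding protein, listed at 0 at 0 h and at 118 ± 69.1 FPKM at 72 hpi, and VIT_10s0003g02890, at 381 ± 184 FPKM. The largest falls were VIT_01s0011g03090, to 2.26 ± 0.210 FPKM, and VIT_18s0072g00260 (on chromosome 18 from 19427010 to 19431008), from 564 ± 232 to 4.94 ± 3.68 FPKM with a log2 fold change of -6.97 (adjusted p = 1.8e-06).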

The number of up- and downregulated DEGs reached 4,198 and 3,726 DEGs in “Kober 5BB” at 72 hpi respectively; however, 2,346 upregulated DEGs and 2,421 downregulated DEGs were identified in “Zitian Seedless” (Supplementary Figure 2).

To identify the resistance mechanisms in response to downy mildew, all the DEGs were assessed in both the resistant and susceptible grape cultivars at 24 and 72 hpi. 

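In all 4 comparisons against 0 h, 755 genes were called in any direction, and 691 to 945 with each library left out in turn, the most without "Zitian Seedless" 0 h replicate 3. Independence of the 4 comparisons would give 140 genes, and independence of the 2 cultivars alone 564. The comparisons of 1 cultivar share their 0 h libraries, so unchanged groups were simulated against the same controls, and 0 to 3 genes passed all 4 comparisons there (mean 1.45 over 20 simulations). Of the 755 genes, 191 changed in the same direction in all 4 comparisons. The most frequent pattern was a fall at both times in "Kober 5BB" with a rise at both times in "Zitian Seedless" (248 genes), followed by the opposite pattern (151 genes).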

According to the Venn diagram, the 664 DEGs are involved in both “Kober 5BB” and “Zitian Seedless” leaves in the response to *P. viticola* BS-4-MW during the infection progress (Figure 5A). Using GO analysis, these DEGs were significantly enriched in 63 terms including; 40 biological processes, 19 cellular components, and 4 molecular functions; which the DEGs were mainly enriched in the functional pathway that was mostly associated with disease resistance, such as the response to phytohormones (jasmonic acid and salicylic acid), reactive oxygen species, transmembrane transporter activity, biotic stimulus, and signaling (Figure 5B and Supplementary Table 5).

**FIGURE 5:**
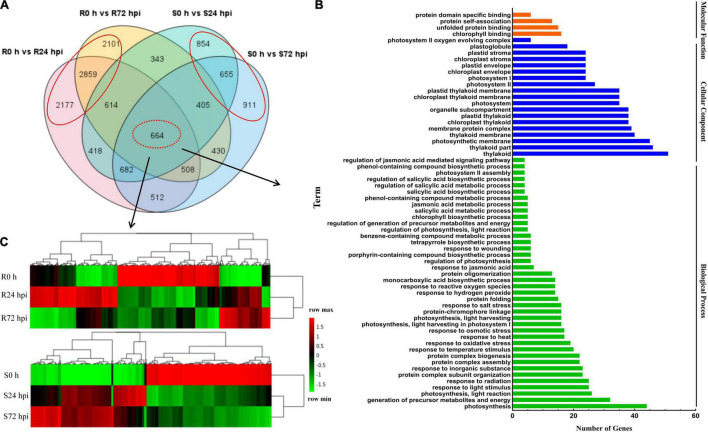
Shared genes in both of resistant and susceptible grape leaves. **(A)** Venn diagram of DEGs in “Kober 5BB” and “Zitian Seedless” leaves at 24 and 72 hpi, respectively. **(B)** GO functional classification of the shared genes in both “Kober 5BB” and “Zitian Seedless” leaves. **(C)** Clustering analysis of the shared genes in both the “Kober 5BB” and “Zitian Seedless” leaves. Each row represents an inoculation time point. Each column represents a gene. Expression values with up-regulation to down-regulation vary from red to green. R resistant cultivar *Vitis* “Kober 5BB” rootstocks. S *Vitis vinifera cv*. “Zitian Seedless”.

Heat map and cluster analysis of 664 shared DEGs displayed three main groups according to their expression patterns in both the resistant (R0 h, R24 hpi, and R72 hpi) and susceptible (S0 h, S24 hpi, and S72 hpi) grape cultivars (Figure 5C). For the upregulated DEGs in the resistant cultivar “Kober 5BB,” R24 hpi had the most genes (310), followed by R72 hpi (142). Meanwhile, most genes in the susceptible cultivar “Zitian Seedless” were classified into S72 hpi (252), followed by S24 hpi (210). 

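Of these 755 genes, 375 were upregulated in "Kober 5BB" at 24 hpi and 277 at 72 hpi. In "Zitian Seedless" 399 were upregulated at 24 hpi and 393 at 72 hpi, a difference of 6 genes. With a pseudocount of 1 the counts were 248, 169, 261 and 258.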

For the downregulated DEGs in the “Kober 5BB,” R72 hpi had the most genes (326), followed by R24 hpi (256). In the “Zitian Seedless,” most genes were enriched in S24 hpi (310), however, the S72 hpi was least enriched in the number of genes (292). 

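The remaining genes were downregulated, 380 in "Kober 5BB" at 24 hpi and 478 at 72 hpi, and 356 in "Zitian Seedless" at 24 hpi and 362 at 72 hpi. The order of 24 and 72 hpi in "Zitian Seedless" therefore rests on few genes.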

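When the 0 h libraries of the 2 cultivars were compared, 308 of the 755 genes were called higher in "Kober 5BB", 299 higher in "Zitian Seedless" and 148 were not called. With a pseudocount of 1 the first count was 204. "Kober 5BB" at 0 h had the highest mean FPKM of the 6 groups for 214 of the genes and "Zitian Seedless" at 0 h for 231.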

Besides, at 0 h, there were some genes with relatively high basal expression in R and S, namely R 0 h (282) and S0 h (345). Overall, the different types of defense systems were involved in both the resistant and susceptible grape plant cultivars in the response to downy mildew.

### Function of DEGs Conduct Resistance Mechanisms More in Resistance Cultivar After *P. viticola* Infection

To identify the function of identified DEGs in Figure 5A, the KEGG analysis was performed. 

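Among the DEGs, 6670 were called in "Kober 5BB" and at neither time in "Zitian Seedless", and 3009 the other way round. A call in 1 cultivar alone does not show that the cultivars differ, so the difference between their changes was tested in the same limma model. Of the 6670 genes, 5307 (79.6%) had an interaction of cultivar and time at a Benjamini-Hochberg adjusted p under 0.05 at 24 or 72 hpi, and 1363 had none. Of the 3009 genes, 2144 (71.3%) had one. Both sets were chosen on the same fit for a call in 1 cultivar alone, which favours an interaction. Among all tested genes, 51.2% had one at 24 hpi and 40.5% at 72 hpi. The change in the cultivar without a call did not have the same sign in 50.3% and 47.6% of the genes, which includes genes without any change there.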

In the susceptible grape cultivar, 2,420 DEGs were enriched in 116 pathways and 7,137 DEGs in the resistant cultivar were enriched in 117 pathways. Among determined pathways, plant-pathogen interaction, MAPK signaling pathway, plant hormone signal transduction, glutathione metabolism, sesquiterpenoid, and triterpenoid biosynthesis, alpha-Linolenic acid metabolism, flavonoid biosynthesis, and Phenylpropanoid biosynthesis were markedly enriched (*P* < 0.01; Figure 6A), suggesting that these eight pathways play important roles in grape plant’s defense against downy mildew. Among the 7,137 DEGs, 322 genes associated with disease resistance including pathogen receptors (23); antioxidase (13); signaling transduction such as Ca^2+^ signaling (8) and MAPK signaling systems (4); sugar metabolism (11); secondary metabolites (60); fatty acids (20); glutathione (26); transcription factors (TFs) (119); the cell death (15) and plant hormone (10), as well as other defense function genes (13), were identified. 

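The change from 0 to 24 h differed between the cultivars in 12301 genes (51.2% of those tested) and the change from 0 to 72 h in 9738 (40.5%), by limma's interaction contrast at a Benjamini-Hochberg adjusted p under 0.05. Across tested genes, which are not independent replicates, Pearson's r between the log2 fold changes of the 2 cultivars was -0.20 at 24 hpi (Spearman's rho -0.23) and 0.07 at 72 hpi (rho 0.11). Simulated unchanged groups gave r between -0.02 and 0.02 at 24 hpi and between -0.03 and 0.02 at 72 hpi. Without "Zitian Seedless" 0 h replicate 1 r at 24 hpi was -0.15, and without replicate 3 of the same group -0.25. Within a cultivar, the changes at 24 and 72 hpi share the 0 h libraries. Their r was 0.66 in "Kober 5BB" and 0.67 in "Zitian Seedless", against 0.48 to 0.53 in simulated unchanged groups.

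**Figure D1:**
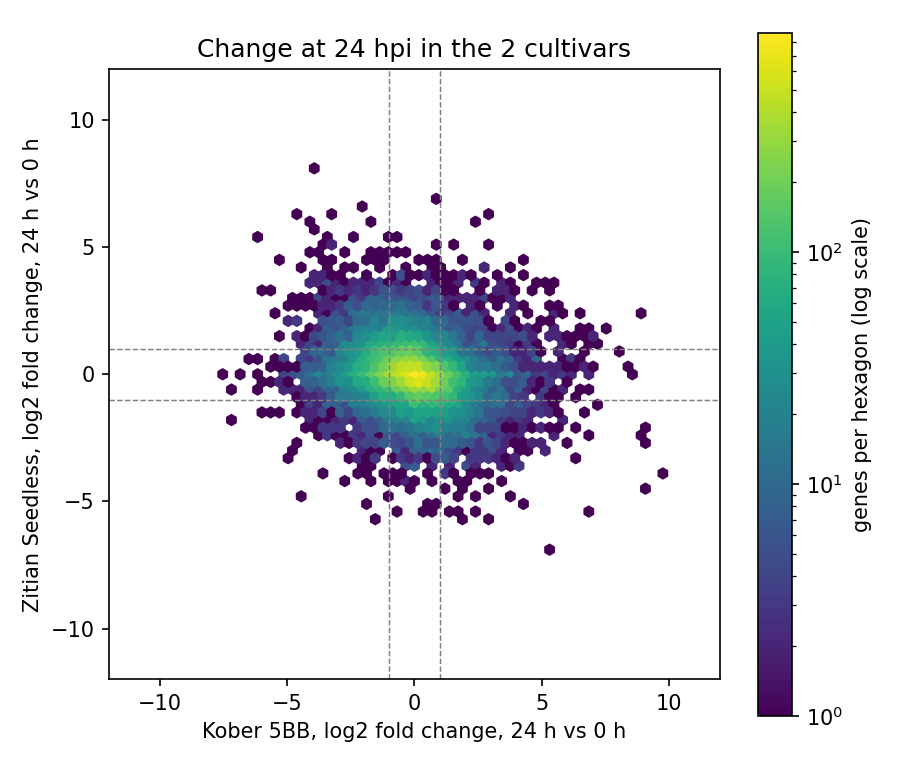
Log2 fold change at 24 hpi against 0 h of each tested gene in "Kober 5BB" (x axis) and "Zitian Seedless" (y axis), on the log2(FPKM + 0.3) scale. The colour of each hexagon gives the number of genes on a log scale, and the dashed lines mark an absolute log2 fold change of 1. The cloud tilts downward, with r = -0.20 across genes.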

The expression of all key genes was significantly changed in “Kober 5BB,” but slight change or opposite expression patterns was observed in “Zitian Seedless” during *P. viticola* BS-4-MW infection (Figure 6B). Information on the 322 genes associated with disease resistance was listed in Supplementary Table 6.

**FIGURE 6:**
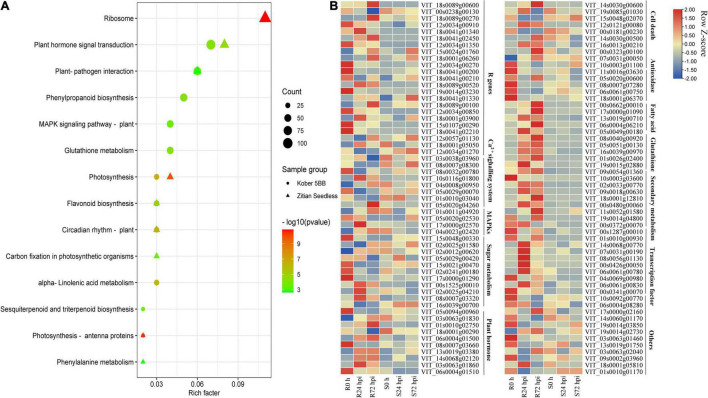
DEGs specific to resistant grape inoculated with *P. viticola* BS-4-MW. **(A)** KEGG significantly enriched classifications of the 7137 and 2420 DEGs specific to resistant and susceptible grape inoculated with *P. viticola* BS-4-MW.; **(B)** heatmap of some key differential expression genes (DEGs) expressed specifically in the resistant grape cultivar. R resistant cultivar *Vitis* “Kober 5BB” rootstocks. S *Vitis vinifera cv*. “Zitian Seedless”.

### Enrichment Analysis Highlights the Pathways Related to Plant Disease Resistance in Resistant Cultivars, Not Susceptible

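At 24 hpi, 364 genes were upregulated in both cultivars, where independence would give 443, and 338 downregulated in both, where it would give 479. A further 901 were upregulated in "Kober 5BB" and downregulated in "Zitian Seedless", and 925 the reverse, together 1826 against 928 under independence. Opposite directions thus made up 72.2% of the 2528 genes called in both cultivars. The share was 70.4% to 74.7% under quantile normalization, the scaling by total fragments and limma voom on the recovered fragments, the latter a pair of settings added after the data were seen. Counting a gene as specific when the other cultivar has no call in the same direction, 3658 genes were specifically upregulated in "Kober 5BB" and 2286 in "Zitian Seedless", and 4353 and 2115 were specifically downregulated. Under the scaling by total fragments the counts of "Zitian Seedless" moved further apart, higher upward and lower downward.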

The Venn diagram of the up- and downregulated DEG data of both cultivars shows that 4,096 and 2,019 upregulated DEGs, as well as 3,687 and 1,965 downregulated DEGs, were specifically expressed in “Kober 5BB” and “Zitian Seedless” at 24 hpi, respectively (Figure 7A). More specific upregulated DEGs were identified in “Kober 5BB” (3,508 DEGs) than “Zitian Seedless” (1,656 DEGs) at 72 hpi, while the number of specific downregulated DEGs decreased and increased in the “Kober 5BB” (3218) and the “Zitian Seedless” (1913), respectively (Figure 7B). 

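At 72 hpi, 2860 genes were upregulated in "Kober 5BB" and not in "Zitian Seedless", and 2523 the other way round. Specific downregulation counted 3439 genes in "Kober 5BB" and 1883 in "Zitian Seedless". Genes upregulated in both cultivars numbered 619, above the 455 that independence would give, and those downregulated in both 713, above 448. Opposite directions were found in 943 genes, 41.5% of the 2275 called in both, where independence would give 918.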

The GO analysis indicated that these DEGs were enriched in multiple pathways associated with disease resistance. The number of DEGs changed during the infection process (*P* < 0.05; Supplementary Figure 3). In particular, DEGs were enriched in ROS (response to hydrogen peroxide, benzene-containing compound metabolic process, defense response, cellular carbohydrate metabolic process, and response to reactive oxygen species), cytoskeleton (cell wall organization, cytoskeleton-dependent cytokinesis, polymeric cytoskeletal fiber, microtubule-associated complex, and microtubule cytoskeleton), secondary metabolic process, regulation of biological process (secondary metabolite biosynthetic process, negative regulation of molecular function, regulation of salicylic acid metabolic process, response to biotic stimulus, and L-phenylalanine catabolic process), and protease activity (erythrose 4-phosphate/phosphoenolpyruvate family amino acid, mono-oxygenase activity, oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, transferase activity and carbon-nitrogen lyase activity) in “Kober 5BB,” and the number of DEGs significantly increased during *P. viticola* BS-4-MW infection. In contrast, these DEGs were not enriched in the susceptible cultivar, and the number of DEGs decreased (Figure 7C). Taken together, the results revealed that PCD and ROS play important roles in grape plant defense against downy mildew.

**FIGURE 7:**
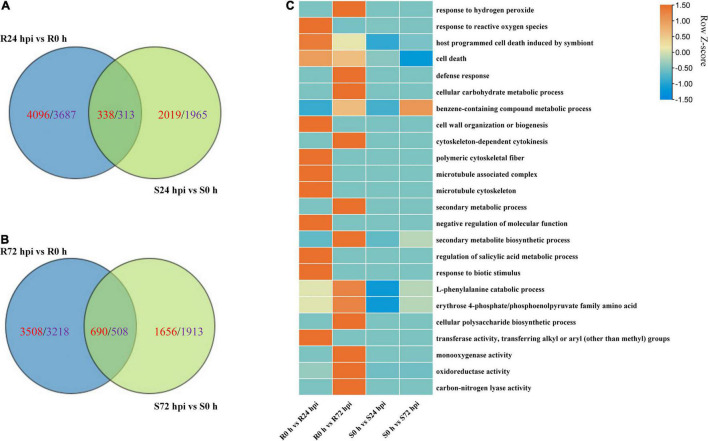
Change in DEGs in resistant “Kober 5BB” and susceptible “Zitian Seedless” grape cultivars inoculated with *P. viticola* BS-4-MW during the infection process in comparison with their respective controls (0 h). **(A,B)** Venn diagram of the DEGs in “Kober 5BB” and “Zitian Seedless” leaves at 24 and 72 hpi, respectively; **(C)** Enriched GO terms related to disease resistance identified from DEGs. Terms are considered enriched when *P* < 0.05. R resistant cultivar *Vitis* “Kober 5BB” rootstocks. S *Vitis vinifera cv*. “Zitian Seedless”.

### MAPK Signaling Pathway Acts in Resistance Cultivar in Response to *P. viticola*

To further investigate the regulatory pathways in response to *P. viticola* BS-4-MW, a PPI network was constructed according to the significant DEGs in “Kober 5BB” (Figure 8). The network analysis was performed and the average number of direct neighbors in the network for each gene was 4.974. The figure consists of four layers of concentric rings. And the first outer layer of rings represents the interaction with the other three layers. The closer the proteins appear in the diagram to the center (Figure 8), the more important their roles are in the overall reaction pathway. In this network, MAPKs; Ca^2+^ signaling; TFs; pathogen receptors (resistance genes, R genes); and HR executor genes (hypersensitive response), such as Papain-like cysteine proteases (*PLCPs*), metacaspase-like regulator (*MCP1*), and vacuolar processing enzymes (*VPEs*), were significantly correlated. Four hub nodes (MAPK) were involved in grape plant defense against *P. viticola* BS-4-MW, which suggested the MAPK signaling pathway is the crucial signal transduction pathway. Furthermore, HR executor genes were the major PCD regulator of *P. viticola* BS-4-MW infection, as 9 nodes interacted with major signaling molecules and other defense genes (Figure 8).

**FIGURE 8:**
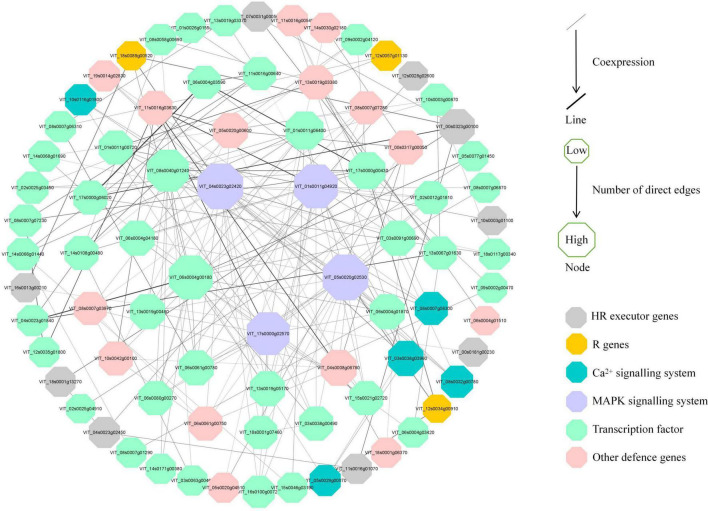
Interaction analysis of putative DEGs that are associated with disease resistance and are involved in grape defense to *P. viticola* BS-4-MW.

## Discussion

Necrotrophic pathogens infect and kill host tissue and extract nutrients from the dead host cells directly, while most hemibiotrophic and entire biotrophic pathogens colonize living plant tissue and obtain nutrients sustainably (Freeman and Beattie, 2008; Fawke et al., 2015). Therefore, in many cases, the ETI in the host plant culminates in the HR, providing an efficient strategy to block pathogens (Heath, 2000; Jones and Dangl, 2006). Based on a long co-evolution history of host plants and pathogens, HR is always associated with a high degree of plant resistance (Salguero-Linares and Coll, 2019). In the interaction between grape and downy mildew, the relevant mechanism of cell death caused by HR, especially at the transcriptional level, is still unclear. In this study, we used RNA-seq to analyze the DEGs in a resistant cultivar and compare them with a susceptible cultivar during the time course after infection with *P. viticola.* Our results indicated that the improvement of disease resistance needs the activation of genes involved in the different levels of molecular, metabolic, and physiological responses. The experimental results revealed that the HR and caspase-like genes (*VPEs, MCAs*, and *PLCPs*) play crucial roles in improving disease resistance. These defense responses might be mediated by multiple transcriptional factors, R genes, Ca2 + signaling, and the MAPK signaling pathway. Besides, secondary metabolites biosynthesis pathway, especially flavonoid biosynthesis are also involved in grape HR formation after *P. viticola* infection (Figure 9).

**FIGURE 9:**
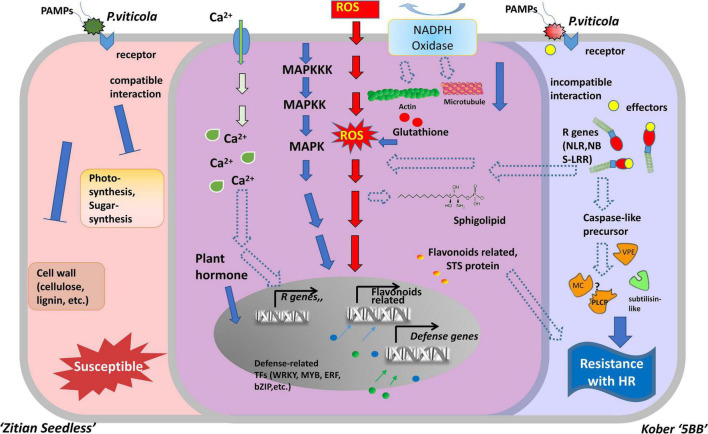
Model for two types of cells belonged to susceptible and resistance grape in response to downy mildew strains BS-4-MW. The diagram represents some of the characteristic features of two different grape cells during *P. viticola* infection. Left side (red) is as susceptible cell of *Vitis vinifera cv.* “Zitian Seedless” grape. Right side (blue) is as resistant cell of *Vitis* “Kober 5BB” rootstocks grape accomplices with HR-like cell death. The middle overlapping part (purple) is some signal pathway shared both in the susceptible/resistant cells. R gens Resistant genes; NBS-LRR nucleotide-binding site, leucine-rich repeats, as R receptors to recognize effecters; MAPK Mitogen- activated protein kinase; NADPH nicotinamide adenine dinucleotide phosphate hydrogen; Ca^2+^, Calcium ion; STS, Stilbene synthase; VPE, Vacuole processing enzyme; MC, Metacaspase; PLCP, Papain-like cysteine protease; ROS, reactive oxygen species; TFs, Transcription factors; HR, hypersensitive response.

### Necrotic Spots Were Localized in the Guard Cells of Stoma in Resistance Cultivar

In our laboratory, downy mildew strains were preserved *in vivo* and used as the pathogen test materials for the *V. riparia* grape hybrid progeny “Kober 5BB” as a resistant cultivar. After 7 dpi, it began to be accompanied by obvious HR necrotic spots on the leaves (Figure 1). According to our repeated experiments, this result is much later than the previously reported results (Casagrande et al., 2011; Liu et al., 2015; Gong et al., 2019), which showed HR necrosis can be seen with naked eyes about 3—5 days after pathogen inoculation. We infer that this is mainly due to the different strains of downy mildew. Since HR is a rapid and localized plant cell death induced by rust fungi, it becomes visible as necrotic spots at the site of infection with brown lesions belonging to dead cells (Heath, 2000). The scarification of infested cells by PCD protects the other cells and healthy tissue against pathogen progression. This means that in non-compatible interactions between host and pathogen, necrotic spots appear on the part of the host infected by the pathogen (Hatsugai et al., 2004; Wang et al., 2012). In this study, we observed and recorded the morphology of inoculated leaves in the susceptible/resistant grapes after inoculation. The results indicated that the HR spots of downy mildew *P. viticola* on “Kober 5BB” were located on the guard cells of the stoma and some of the mesophyll cells around it within 96 h after inoculation. Using the DAPI staining method, the formation of sporangia was almost not found on the “Kober 5BB” and only a small amount of hyphae was observed. In addition, we observed Zoospore germination, invasive hypha, and especially haustoria formation when occurred before HR dead sites appeared in the infected “Kober 5BB” (Supplementary Figure 1). Visible haustoria are the key to the host specificity by delivering the AVR effectors that will be recognized by the specific R genes (NLRs) in resistant plants to induce HR responses (Diez-Navajas et al., 2008). Therefore, HR death occurred specifically in the stomata infested by downy mildew zoospores and suppressed the zoospores germination in the stomata. At the same time, related executive genes involved in the HR phenomenon such as *PLCPs*, *VPEs*, and *MCAs* have also been identified (Supplementary Table 6). In our previous work, the *VPEs*, *PLCPs*, and *MCAs* genes have been preliminarily identified in the interaction between grapes and pathogens (Salguero-Linares and Coll, 2019). Among them, *VPEs* can promote the hydrolysis of the protein in the vacuole, which leads to the rupture of the vacuole and initiates the PCD of plant cells (Hatsugai et al., 2015). *PLCPs* are responsible for the degradation of intracellular proteins and regulate PCD (Kang et al., 2021). *MC2* and *MC5* genes mediate ETI-like cell death in grapevine defense against infection of *P. viticola* (Gong et al., 2019). These results indicate that these genes play an important role in regulating the HR phenomenon.

### Innate Immunity Requires NBS-LRR Receptors to Restrict Downy Mildew Infection

At the initial stage of infection, downy mildew pathogen secretes various virulence factors into host cells to facilitate successful invasion. Plant R genes are involved in different networks of plant-pathogen interactions, as they enable plants to recognize pathogens and activate inducible defenses (Kourelis and van der Hoorn, 2018). The vast majority of plant R genes are NBS-LRR, as they encode proteins with an amino-terminal variable domain, a central Nucleotide Binding Site (NBS), and a carboxy-terminal Leucine-Rich Repeats (LRR) domain (Meyers et al., 1999; Wang et al., 2020). In our study, 23 R genes (22 NBS-LRRs and 1 PRR), specific to the resistant grape plant, were identified, and the expression of these genes was significantly induced by *P. viticola* (Supplementary Table 6 and Figure 6B). Goyal et al. (2020) reported that 63 NBS-LRRs are also involved in grape plant defense against powdery mildew. These findings suggest that multiple R genes are involved in grape plant’s defense. In addition, NBS-LRR receptors can activate the immune response of plants (ETI) by recognizing specific pathogenic effector proteins (non-toxic factors), producing an allergic reaction (HR), and locally killing pathogens in infected cells (Cui et al., 2015). Interestingly, we observed that these 11 R genes were upregulated in the resistant grape plant and 7 R genes were upregulated in the susceptible cultivar. Therefore, we hypothesized that NBS-LRR receptors may be the upstream factors of the signaling pathway of HR in “Kober 5BB,” as a resistant variety, and activate the innate immunity to restrict downy mildew infection (Figure 9).

### Effector-Triggered MAPK and Ca^2+^ Signaling Pathways as a Central Hub Are Necessary for Downy Mildew Resistance

Plant MAPK cascades play pivotal roles in signaling plant defense against pathogen attack (Meng and Zhang, 2013). MAPK cascades typically consist of three protein kinases, MAPK, MAPK kinase (MAPKK), and MAPK kinase (MAPKKK) (Jonak et al., 2002; Cakir and Kilickaya, 2015). ETI frequently results in HR cell death, and this process is inseparable from the MAPK cascades and Ca^2+^ signaling pathways. They are activated by HR executor genes and the R gene (Devendrakumar et al., 2018). In this study, we obtained four MAPK genes, some were significantly induced by *P. viticola* BS-4-MW, some were highly expressed before infection, and directly interacted with HR and R genes using the PPI network. 

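The 4 MAPK genes printed in Fig. 6B and Fig. 8 are described in the table as mitogen-activated protein kinases. VIT_17s0000g02570 (on chromosome 17 from 2368197 to 2377721) rose in "Kober 5BB" from 5.55 ± 0.761 FPKM at 0 h to 32.7 ± 4.27 at 24 hpi and 11.5 ± 2.01 at 72 hpi, with 2.50 (standard error 0.26, adjusted p = 2.0e-06) on the log2 scale at 24 hpi and 1.01 (adjusted p = 0.00492) at 72 hpi. The latter was below 1 with a pseudocount of 1 (0.93) and without "Kober 5BB" 0 h replicate 2 (0.98), 0 h replicate 3 (0.94) or 72 h replicate 3 (0.88). In "Zitian Seedless" it went from 10.8 ± 2.64 to 9.27 ± 0.439 and 6.69 ± 3.26 FPKM, and the changes to 24 hpi differed between the cultivars by 2.69 (adjusted p = 2.5e-05). The fall at 72 hpi of -0.75 reached -1.10 without "Zitian Seedless" 72 h replicate 3. VIT_04s0023g02420 (on chromosome 4 from 18972891 to 18976842) had 3.09 ± 0.604, 8.65 ± 0.593 and 10.8 ± 1.74 FPKM in "Kober 5BB" and 10.3 ± 0.522, 6.35 ± 2.28 and 5.24 ± 3.01 in "Zitian Seedless". Its log2 fold changes at 72 hpi were 1.71 (adjusted p = 2.7e-04) and -1.06 (adjusted p = 0.0116), and that in "Zitian Seedless" was -0.96 with a pseudocount of 1, -0.91 without 72 h replicate 1 and -0.80 without 72 h replicate 2. VIT_01s0011g04920 (on chromosome 1 from 4565523 to 4574755) went from 0.896 ± 0.329 to 2.02 ± 0.109 FPKM in "Kober 5BB" and from 1.90 ± 0.801 to 1.52 ± 0.834 in "Zitian Seedless". Its change of 0.997 in "Kober 5BB" at 72 hpi stayed just short of 1 and was called with a pseudocount of 0.1 (1.15) and without "Kober 5BB" 0 h replicate 1 (1.05), 0 h replicate 2 (1.18), 72 h replicate 1 (1.03) or 72 h replicate 2 (1.00). VIT_05s0020g02530 (on chromosome 5 from 4205645 to 4215886) had the highest level before inoculation, 170.4 ± 25.0 FPKM in "Kober 5BB" and 86.6 ± 23.2 in "Zitian Seedless", a log2 difference of 1.00 (adjusted p = 8.1e-04). That call was lost with a pseudocount of 1 (0.99) and without "Zitian Seedless" 0 h replicate 3 (0.78) or "Kober 5BB" 0 h replicate 1 (0.88). At 72 hpi it fell to 81.8 ± 3.81 FPKM in "Kober 5BB", a change of -1.05 (adjusted p = 7.6e-04) that was -0.57 after quantile normalization and -0.93 without "Kober 5BB" 0 h replicate 1. It rose to 156 ± 33.5 in "Zitian Seedless", a change of 0.86 (adjusted p = 0.00464) that was 1.17 after quantile normalization, 1.03 without "Zitian Seedless" 0 h replicate 1 and 1.02 without "Zitian Seedless" 72 h replicate 3.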

Meanwhile, eight Ca^2+^ signaling-related genes were identified and five of these genes interacted with HR genes and other defense-related genes (Supplementary Table 6 and Figures 6B, 8). These results demonstrated that the MAPK and Ca^2+^ signaling may be mediated by HR and R genes following downy mildew pathogen infection, and MAPK cascades constitute the main defense signaling pathway (Figure 9). In addition, the expression of MAPK7 and MAPK9 was significantly upregulated in the resistant grape plant cultivar following *P. viticola* BS-4-MW infection, but was downregulated in the susceptible cultivar (Figure 6B). Interestingly, the study by Chakraborty et al. (2019) indicated that physical interaction and phosphorylation by MAPK9 protect the degradation of WRKY40 that induces resistance response in chickpea to *Fusarium* wilt disease by modulating the transcription of defense responsive genes. Overexpression of Arabidopsis MAPK7 led to activation of plant basal and systemic acquired resistance was confirmed in the study of Zhang et al. (2007). These results suggest that the specific upregulated expression of MAPK7 and MAPK9 may play an important role in grape plant defense against downy mildew pathogen.

### Reactive Oxygen Species’ Burst and Scavenging Amplify the Resistance to Disease

Reactive oxygen species are an effective weapon that can be produced rapidly and utilized against pathogen infection. The production of ROS in plant cells is a hallmark of successful recognition of plant pathogens and activation of plant defenses (Levine et al., 1994; Lamb and Dixon, 1997; Torres, 2010). As a signaling molecule, ROS can regulate PCD in plants during pathogen infection and can mutually regulate MAPK signaling (Gechev et al., 2006; Daudi et al., 2012; Wang et al., 2018). Rahman et al. (2019) reported that the HR and ROS bursts are involved in grape plant defense against *Botrytis cinerea*. Pathogen-induced ROS generation in chloroplasts was known to play a crucial role in the execution of HR cell death in plants (Liu et al., 2007). In our study, we observed that DEGs were enriched in the H_2_O_2_ catabolic process (Figure 7C). H_2_O_2_ production is one of the earliest (12 hpi) detectable cytological events against downy mildew in the resistant grapevine cultivar “Solaris” (Nogueira Junior et al., 2020). These results showed that H_2_O_2_ may play an important role in grape plant defense against multiple diseases, including downy mildew pathogen, and H_2_O_2_ production may be regulated by MAPK signaling (Figure 9). Previous studies demonstrated that pathogen infects the host and leads to an oxidative burst mediated by NADPH oxidases (Rboh) (Cazale et al., 1998; Park et al., 1998). Changes in the expression of NADPH oxidases provoked through perturbed ROS homeostasis suggest that transcriptional activation of certain NADPH oxidases is an essential intermediate step in the activation or amplification of defense responses (Mittler et al., 2004). We discovered that Rboh, which is induced by downy mildew pathogen, is enriched in H_2_O_2_ catabolic processes and that the expression of this gene is distinctly upregulated both in the resistant grape plant cultivar and in the susceptible cultivar (Figure 6B). Interestingly, Torres et al. (2002) research confirmed the absence of the NADPH oxidase genes, AtRbohD and AtRbohF, suppress ROS production and the defense response of Arabidopsis against pathogen attack. ROS levels depend on the balance between ROS production and scavenging, and excess ROS could injure cells (Mittler et al., 2004; Liu et al., 2021). ROS amounts depend both on enzymatic and non-enzymatic scavenging molecules such as PrxII, APX, dehydroascorbate reductase (DHAR), and 1-Cys peroxiredoxin (1-CysPrx), which offer a highly efficient system for maintaining ROS homeostasis (Supplementary Table 6). Peroxiredoxins (Prxs) have emerged as important factors linking reactive oxygen species (ROS) metabolism to redox-dependent signaling events (Camejo et al., 2015). In our analysis, the higher expression of three Prxs (two PrxIIs and one 1-CysPrx) in “Kober 5BB,” relative to “Zitian Seedless,” may contribute to resistance in “Kober 5BB.” 

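The table describes 5 genes as peroxiredoxins, 2 of them as type II and 1 as a 1-Cys peroxiredoxin. Another, VIT_11s0016g00560 (peroxiredoxin Q), was chosen after its values were seen. At 0 h it had a mean FPKM of 70.3 in "Kober 5BB" and 8.49 in "Zitian Seedless". That log2 difference was 3.04 (standard error 0.72, limma adjusted p = 0.00215). It changed by -5.12 and -2.56 in "Kober 5BB" and by 0.55 and 2.10 in "Zitian Seedless" at 24 and 72 hpi. At 0 h, VIT_08s0040g03130 (type II peroxiredoxin 2, on chromosome 8 from 14085091 to 14091072) had 46.4 ± 5.29 FPKM in "Kober 5BB" and 23.2 ± 9.58 in "Zitian Seedless", a log2 difference of 1.06 (standard error 0.23, adjusted p = 9.3e-04). Without "Zitian Seedless" 0 h replicate 1 it was 0.85, without replicate 2 of that group 0.94 and without "Kober 5BB" 0 h replicate 1 0.96. VIT_05s0020g02850 (type II peroxiredoxin F, on chromosome 5 from 4540106 to 4546285) had 117 ± 10.7 and 77.6 ± 18.0 FPKM, a log2 difference of 0.61 (standard error 0.16, adjusted p = 0.00419), and the peroxiredoxin VIT_11s0016g03630 differed by 0.97 (adjusted p = 0.00231), which passed 1 after quantile normalization (1.27) and without "Zitian Seedless" 0 h replicate 3 (1.30). The 1-Cys peroxiredoxin VIT_05s0020g00600 (on chromosome 5 from 2487517 to 2488641) had 1.16 ± 0.484 and 0.245 ± 0.185 FPKM at 0 h, a log2 difference of 1.41 (standard error 0.59, adjusted p = 0.0549) that lost its call with a pseudocount of 1 (0.78), after quantile normalization (1.14) and without "Zitian Seedless" 0 h replicate 1 (1.17), 0 h replicate 2 (1.40), "Kober 5BB" 0 h replicate 2 (1.30) or 0 h replicate 3 (1.22). At 72 hpi VIT_08s0040g03130 had 26.6 ± 0.964 FPKM in "Kober 5BB" and 41.2 ± 8.27 in "Zitian Seedless", VIT_05s0020g02850 61.1 ± 1.83 and 56.5 ± 1.77, and VIT_05s0020g00600 was listed at 0 in every "Kober 5BB" library and at 1.30 ± 1.73 in "Zitian Seedless". The changes to 72 hpi differed between the cultivars by -1.66 (adjusted p = 7.5e-04), -0.50 (adjusted p = 0.089) and -3.25 (adjusted p = 0.00612) on the log2 scale, and the value for VIT_05s0020g02850 was -0.66 (adjusted p = 0.014) without "Zitian Seedless" 0 h replicate 3. From the higher expression in "Kober 5BB" the paper proposes that 2 PrxIIs and 1 1-Cys peroxiredoxin may contribute to its resistance. That statement gives no identifiers, so which genes it means was not settled here.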

APX is a key enzyme in the ascorbate-glutathione cycle, an important antioxidant system that can detoxify ROS in plant cells (Liu et al., 2021). In grapevine, APX is induced by pathogen infection (Marsh et al., 2010). 

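At 0 h the APX gene VIT_18s0001g06370 of Table S4 had 123 ± 9.50 FPKM in "Kober 5BB" and 20.1 ± 4.99 in "Zitian Seedless", a log2 difference of 2.62 (standard error 0.28, adjusted p = 1.4e-06). The libraries ranged from 113 to 132 FPKM in "Kober 5BB" and from 16.3 to 25.7 in "Zitian Seedless", without overlap. After inoculation the levels were 17.7 ± 7.37 and 30.8 ± 2.87 FPKM in "Kober 5BB" and 24.1 ± 5.52 and 39.9 ± 13.8 in "Zitian Seedless" at 24 and 72 hpi. The change at 24 hpi was -2.85 (adjusted p = 1.2e-06) in "Kober 5BB" and 0.26 (adjusted p = 0.55) in "Zitian Seedless", and the interaction was -3.11 (adjusted p = 1.4e-05).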

Notably, we observed that APX has higher levels of basal expression than the Susceptible cultivar, which probably contributes to a pre-formed resistance of this resistant cultivar, it is already in a state of defense or resistance before the pathogen arrived and may also be associated with Redox homeostasis. Feng et al. (2014) confirmed that the DHAR knockdown resulted in a much greater H_2_O_2_ accumulation, together with wheat’s higher infections to stripe rust (Feng et al., 2014). We found that DHAR was higher in basal expression (0 h) in the resistant grape plant cultivar, then, rapidly peaked and decreased. These results imply that DHAR may play a role in preventing the accumulation of H_2_O_2_ in the early stage of downy mildew infection.

### Carbohydrate Metabolism and Phenylpropanoids Pathways Are Requirements for the Grape Downy Mildew Resistance

In plant-pathogen interactions, carbohydrate metabolism plays several roles, including energy source for the activation of defense reactions, regulators of resistance-related genes expression (sugar signaling), and nutrients (Roitsch et al., 2003; Bolton, 2009; Liu et al., 2021). They can induce pathogenesis-related proteins and sink specific genes (such as invertase) (Bolouri Moghaddam and Van den Ende, 2012). More DEGs were enriched in carbohydrate metabolism in the resistant grape plant cultivar than susceptible grape plant cultivar following *P. viticola* infection (Figures 5B, 7C), and the expression of some specific genes associated with carbohydrate metabolism was significantly upregulated (Figure 6B). Lecompte et al. (2017) research confirmed that the adjustment of glucose metabolism plays a determinative role in plant defense during necrotrophic interaction of *B. cinerea* and *Sclerotinia sclerotiorum* with tomato. In our study, five enzymes related to glucose metabolism were specifically induced in “Kober 5BB.” The specific expression of these enzymes enhances the activation of glycolytic pathways, which lead to the production of ATP and NADPH in response to pathogen infection (Liu et al., 2021). At the same time, the expression levels of key genes associated with flavonoids and the phenolics biosynthesis pathway, including the CHS and proteolytic phenylalanine ammonia-lyase regulator (KFB-PAL), were upregulated in resistant cultivars. 

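At 24 hpi the CHS gene of Table S4 had 1.12 ± 0.651 FPKM in "Kober 5BB" and 6.33 ± 2.62 in "Zitian Seedless", log2 fold changes of 1.12 (adjusted p = 0.204) and -0.42 (adjusted p = 0.728). At 0 h the log2 difference, "Kober 5BB" minus "Zitian Seedless", was -3.81 (adjusted p = 3.3e-04). The table gives this gene no description and describes 2 others as chalcone synthase, VIT_05s0136g00260 and VIT_14s0068g00930, which were chosen after their values were seen. Their mean FPKM at 0 and 72 h was 9.29 and 24.8 for the first and 2.80 and 11.3 for the second in "Kober 5BB", and 45.0 and 305 for the first and 18.3 and 129.8 for the second in "Zitian Seedless". Both were called upward at 72 hpi in both cultivars, with log2 fold changes of 1.81 and 2.04 in "Kober 5BB" and 2.43 and 2.56 in "Zitian Seedless". The descriptions identify no KFB-PAL regulator, and the 1 F-box/kelch-repeat protein among them is a new transcript matched to another protein.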

In the present study, DEGs involved in phenylpropanoid and flavonoids metabolism were enriched in the resistant grape plant, and the expression levels of CHS and KFB-PAL increased by *P. viticola* (Figure 6B). These results were similar to those of Fofana et al. (2002) and Oliva et al. (2020), in which the increase of phenylalanine levels in leaves reduced susceptibility to *Botrytis cinerea* and the resistance of cucumber plants to powdery mildew is related to the accumulation of chalcone synthase. In general, sugars as sources of carbon are essential to fuel the energy required for defenses and serve as signals for the regulation of defense genes in plant-pathogen interactions. Pathogens and lipid metabolites in the host play a key role in the expression of plant pathogenesis and defense responses (Shah, 2005). Fatty acids are substrates for the biosynthesis of oxidized lipids. In addition, fatty acids regulate the activity of enzymes involved in the generation of signal molecules in plant defense (Weber et al., 1997; Wang and Wang, 2001). Sequeira (1983) research confirmed that pretreatment with fatty acids confers a faster and stronger induction of expression of defense-associated genes and reduces the severity of the HR in pepper plants inoculated with *Xanthomonas campestris*. Our results showed that most genes associated with fatty acid metabolism were detected, and the expression of these genes was higher in the resistant grape plant than in the susceptible grape plant cultivar. In contrast, these genes were either downregulated or not regulated in the susceptible cultivar (Figure 6B). Interestingly, in Arabidopsis, infection by *P. syringae* caused the accumulation of fatty acids, which the application of fatty acids to Arabidopsis leaves led to cell death and induced expression of the glutathione-S-transferase (Vollenweider et al., 2000). In this study, we found some glutathione S-transferase that is specifically expressed in “Kober 5BB” (Figures 6B, 9). 

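The table describes 3 tested genes as glutathione S-transferases. VIT_12s0028g00920, described as glutathione S-transferase 3, had a mean FPKM of 41.5, 12.6 and 6.84 in "Kober 5BB" and 16.8, 29.0 and 9.09 in "Zitian Seedless" at 0, 24 and 72 h. It was the 1 member called in "Kober 5BB" and not in "Zitian Seedless", with log2 fold changes of -1.72 at 24 hpi and -2.57 at 72 hpi against 0.76 and -0.87. The changes differed by -2.47 and -1.70 between the cultivars. At 0 h it lay higher in "Kober 5BB", by 1.30 on the log2 scale (standard error 0.22, limma adjusted p = 1.5e-04). VIT_04s0079g00690 and a new transcript assembled by the authors were not called in either cultivar. The 3 genes were chosen by their descriptions after their values were seen, and the members that the paper lists were not identified here.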

Although the previous report confirmed that fatty acids influence pathogenesis and resistance mechanisms associated with plant-pathogen interactions (Christensen and Kolomiets, 2011), the role of fatty acids in the interaction between grape plant and downy mildew needs to be further explained.

### Stress Hormones and Regulatory Factors Associated With Grape Resistance in Response to Downy Mildew

Plant hormones have pivotal roles in the regulation of plant growth, development, and reproduction. Furthermore, they emerged as cellular signal molecules with key functions in the regulation of immune responses to pathogens (Robert-Seilaniantz et al., 2011; Pieterse et al., 2012). Among different hormones, salicylic acid (SA) and jasmonic acid (JA) as mediators of signaling pathways form the backbone of the plant defense system (Sherif et al., 2016; Gupta et al., 2020). In our study, the shared genes in the two cultivars were enriched in salicylic acid and jasmonic acid-related pathways (Figure 5B). Meanwhile, six genes involved in the resistant grape plant including receptor complex-component COI, jasmonoyl-amino acid hydroxylase, two AOS, and two 13-lipoxygenases, were induced by *P. viticola* (Supplementary Table 6), suggesting that these genes act in the regulation of plant hormones and defense responses. Transcription factors (TFs) can regulate the expression of multiple genes related to pathogens and improve the disease resistance of plants (Gordan et al., 2011). In recent years, some important transcription factor families including AP2/ERFs, WRKYs, MYBs, and NACs families were determined to regulate the expression of biologically related genes in plants (Meraj et al., 2020). In the current research, we found that TFs belonging to bZIPs, WRKYs, MYBs, and AP2/ERFs are specifically expressed and have higher basal expression (0h) in resistant grape cultivars (Figure 9 and Supplementary Table 6). 

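Families were taken from the descriptions in the table, which cover a minority of genes, so the members differ from those of Table S6. Of 10 tested MYB genes, 4 were called higher in "Kober 5BB" at 0 h and 2 lower, with a median log2 difference of 0.79. Of 10 WRKY genes, 4 were called lower in "Kober 5BB" and 1 higher, with a median of -0.55. The higher one is a new transcript assembled by the authors and matched to the WRKY transcription factor 16 of another species, with a log2 difference of 3.01 (standard error 0.47, limma adjusted p = 5.6e-05). Without the 5 new transcripts among the 10, matched to the WRKY transcription factors 16 and 19, 4 of 5 were lower and none higher, with a median of -2.11. They were left out after the data were seen. Of 3 bZIP genes, 1 was called higher, VIT_04s0008g05210 (described as HY5), with a log2 difference of 1.28 (standard error 0.38, limma adjusted p = 0.0101), and the median was 0.42. This gene and the WRKY transcript called higher were singled out after their values were seen. The 1 AP2/ERF gene, a new transcript assembled by the authors, differed by -0.88 (limma adjusted p = 0.022) and was not called. These directions held under quantile normalization, the scaling by total fragments and limma voom. Called in "Kober 5BB" at 24 or 72 hpi and at neither time in "Zitian Seedless" were 2 MYB, 4 WRKY and 1 bZIP gene, and 1 MYB and 1 WRKY gene were called in "Zitian Seedless" alone. Without the 5 new transcripts the WRKY genes were 1 and 0.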

Interestingly, the expression of the bZIP factor increased during *Ustilago maydis* infection and exhibited a prominent function in response to pathogen attack in maize (Wei et al., 2012). The CaWRKY27 from pepper also improved resistance against necrotrophic pathogen *Ralstonia solanacearum* (Dang et al., 2014). Overexpression of MtERF1-1 in roots of the legume *Medicago truncatula* (barrel medic) increased resistance to *Rhizoctonia solani* and against the oomycete *Phytophthora medicaginis* (Anderson et al., 2010). These results indicate that transcription factors may interact with jasmonic acid and salicylic acid to regulate the process of grape resistance to downy mildew.

## Conclusion

Here, based on our transcriptome database (Supplementary Figure 4), we constructed a hypothetical model of two grape cultivars (*Viti’s vinifera* cv. “Zitian Seedless” and Kober “5BB”) and showed the similarities and differences during defense process against *P. viticola* (Figure 9). In the early stage of infection, we observed *P. viticola* zoospores in stomata of both resistant/susceptible grape leaf tissues. The different response pathways, including ROS, sphingolipids, flavonoids, cytoskeleton, calcium channels, and MAPK cascade pathways were activated under pathogen infection, although the levels of their activation that could alter according to the types of cultivars is disease-resistant. In “Kober 5BB” grapes, pathogen receptors (RLKs, NBS-LRRs, etc.) specifically recognize pathogenic secretions (effectors) in the host cell. Activated pathogen receptors (including R genes) trigger stronger defense signaling pathways based on PTI, including MAPK and Ca^2+^ signaling pathways. Meanwhile, the production of ROS (hydrogen peroxide) is also regulated more by these two signaling pathways. The activated R genes further regulate and activate proteases related to cell death execution, triggering the cascade effect of HR, which would be an efficient strategy against biotrophic pathogen infection. According to the final morphological characteristics, we could observe resistance against downy mildew. In the aspect of susceptible “Zitian seedless” grape, due to the lack of defense mechanisms at the ETI level, the cells are quickly eroded/utilized by pathogens. The specific manifestation is that the cell wall tissue, sugar, and photosynthetic related processes are blocked, and the expression of related genes is downregulated.

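Of the processes named here, photosynthesis could be followed by description. The table describes 21 tested genes as photosynthetic, 19 of them as chlorophyll a-b binding proteins. In "Zitian Seedless" their median FPKM per library was 3.32 ± 1.49 (SD, n = 3) at 0 h, 68.1 ± 36.8 at 24 hpi and 158 ± 59.8 at 72 hpi. At 24 hpi 18 of the genes were called upward and 1 downward, with a median log2 fold change of 3.71, and at 72 hpi 20 upward and none downward, with a median of 4.45 (limma camera with a preset correlation of 0.01, adjusted p = 6.8e-14 and 4.2e-16). In "Kober 5BB" the median FPKM per library was 739 ± 148, 63.2 ± 50.7 and 56.7 ± 13.1 at the same times. There 19 genes at 24 hpi and all 21 at 72 hpi were called downward, with medians of -3.34 and -2.81 (adjusted p = 4.6e-10 and 8.9e-10). These 4 calls held under limma fry, and none held when camera estimated the correlation between the genes (adjusted p = 0.521). The directions were the same under quantile normalization, the scaling by total fragments and limma voom.

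**Figure D2:**
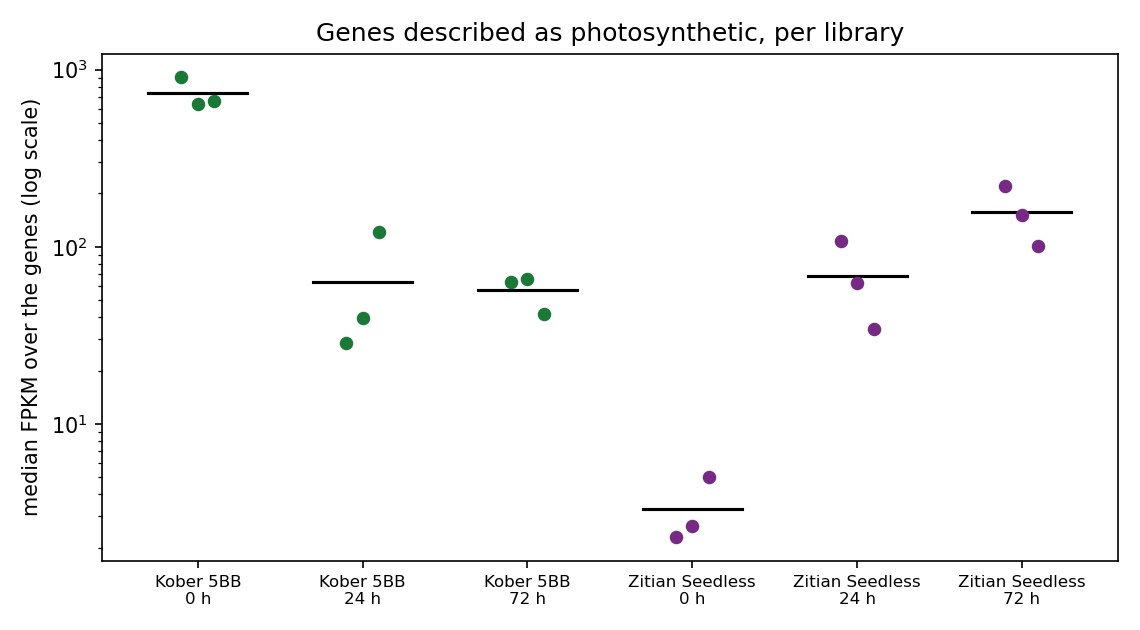
Median FPKM over the 21 genes described as photosynthetic (y axis, log scale) in each of the 18 libraries, by cultivar and time (x axis). Points are libraries and horizontal lines are means of 3 replicates. The libraries of "Zitian Seedless" lie at 2.28 to 5.02 at 0 h and at 102 to 221 at 72 hpi, and those of "Kober 5BB" at 639 to 908 at 0 h and at 41.7 to 65.6 at 72 hpi.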

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

PG and JF: conceived and designed the experiments. JK, PG, RB, MG, YZ, and LS: analyzed the data. JK, PG, and ES: conducted the experiments and wrote the manuscript. ES, PG, LS, and JF: revised the manuscript. All authors worked on developing the final manuscript and read and approved it.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

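The RNA-Seq libraries came from leaves of "Kober 5BB" and "Zitian Seedless" at 0, 24 and 72 h after inoculation with P. viticola, in 6 groups of 3 biological replicates. Cultivar, time and replicate number of each library were taken from the sample labels and the paper. The authors mapped clean reads to the V. vinifera reference with HISAT2 and deposited FPKM values for each gene and library, which the paper states were computed with RSEM. Versions, annotation release and genome build are not given in the sources used here. Positions of genes are those of the authors' table. The gene names are the descriptions in the same table and the names in Table S4, and descriptions of new transcripts assembled by the authors are matches to other species. A table of RefSeq genes of assembly ASM3070453v1 matched 0 of the identifiers and was not used.

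The deposited FPKM of a gene multiplied by its length is a whole multiple of 1 step per library, so the number of fragments on each gene could be read back. The libraries held 15579980 to 21591369 fragments on genes, with a median of 17713182. The FPKM values were divided by a library size proportional to the median-of-ratios size factor and not to this total, so they are already scaled for composition. Low values rest on few fragments, and the pseudocount sets the fold change of such genes. Reads lost before counting, reads shared between near-identical genes and the strand of the reads could not be followed in the table, so members of large families such as stilbene synthase, phenylalanine ammonia-lyase, chlorophyll a-b binding proteins and resistance genes are uncertain where the authors' counting could split reads between copies.

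All computing was done in R 4.3.3 with limma 3.58.1. Values were transformed to log2(FPKM + 0.3), and genes with a mean FPKM of at least 0.3 in at least 1 of the 6 groups were tested, 24038 in all. One limma model held the 6 groups with a shared spread and no replicate block, with empirical Bayes moderation along the trend of the mean. The contrasts were each inoculated group against 0 h of the same cultivar, the cultivars at 0 h, and the interaction of cultivar and time. Genes were called at an unadjusted P under 0.05 with an absolute log2 fold change above 1, the thresholds of the paper, and interactions at a Benjamini-Hochberg adjusted p under 0.05. Printed p-values of single genes are Benjamini-Hochberg adjusted over all tested genes. The paper's own count model was not repeated. No other column of values per sample was left unused.

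Simulated data were made from each gene's mean over all 18 libraries and its spread within groups, and 22475 genes were tested. In "Kober 5BB" at 24 h, 200 genes with a mean log2 value above 0 were shifted by more than the fold threshold. A further set of 30 genes was shifted less. Against 0 h the test recovered 195 of the 200 genes (97.5%) and called 271 unchanged genes (1.22%). Recovery of genes with lower means or of changes near the threshold was not covered. Because comparisons against the same 0 h libraries share their chance values, overlaps and correlations were also computed in simulations of unchanged groups.

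Gene sets were fixed by words in the descriptions and tested with limma camera at a preset correlation of 0.01, for sets of at least 10 tested genes, with fry and an estimated correlation beside it. After the data were seen, the descriptions of some members matched by these words were found to name other proteins: 9 of 10 in the papain-like cysteine protease set are described as inhibitors, 3 of 4 in the calcium set as wall-associated kinases, 1 of 2 in the AP2/ERF set as an ABC transporter and 2 of 59 in the NBS-LRR set as ENHANCED DISEASE RESISTANCE 2. The sets were also tested without these members, and statements on those families use the remaining members. The 5 of 10 WRKY members that are new transcripts matched to the WRKY transcription factors 16 and 19 of another species were left out in the same alternative, although their descriptions name WRKY. Statements on WRKY genes give the set of 10 as fixed first, and the other 5 genes beside it. KEGG and GO classes were not analysed here.

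The genes named in the text follow a rule. It takes every gene the paper names by identifier in its text, Table S4 or Fig. 4, the 4 MAPK genes printed in Fig. 6B and Fig. 8, and, where a description identifies them, the genes of a list from the discussion (MAPK7, MAPK9, Rboh, DHAR, 1-Cys peroxiredoxin, PrxII and KFB-PAL). It adds, in each of the 4 comparisons, the 2 largest rises and the 2 largest falls among called genes in which every inoculated library lies beyond every 0 h library and the higher group has a mean FPKM of at least 10. It also adds the 3 genes with the highest mean FPKM over all libraries. Values in Fig. 4 and in a shortened copy of Table S3 could be seen before the rule was written. That copy and a shortened copy of Table S6 were used for no list test. Genes named outside the rule are marked as chosen after their values were seen.

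The sample mapping, the model, the thresholds, the gene sets, the rule for named genes and most alternatives were fixed before the data were examined. Those alternatives were pseudocounts of 0.1 and 1, no filter or a filter at a mean FPKM of 1, median-of-ratios and quantile scaling, adjusted p-values, no p threshold, a model of the groups compared alone, no trend, a replicate block, other transformations for the PCA and the correlations, and each library left out in turn. Scaling by the total of fragments on genes, limma voom on the recovered fragments and the gene sets with some members left out were added after the data were seen. The qRT-PCR values, the microscopy and the phenotypes were not analysed here. No water-treated leaves of 24 or 72 h were analysed here, so time after sampling and infection act together in each change.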

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

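The tests on the state of the 0 h libraries, on exchanged cultivar or time labels, and on mixture, depth and plant identity of the "Kober 5BB" 0 h libraries were chosen after the results were seen.

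The interaction of cultivar and time drew attention because the changes of the cultivars differed in 12301 genes at 24 hpi and 9738 at 72 hpi. Of the 12301 genes, the signed change in "Kober 5BB" minus that in "Zitian Seedless" was positive in 5975 and negative in 6326. Regrouping the 0 h and inoculated libraries within each cultivar excluded chance at both times. At 24 hpi the changes ran against each other, with an r across genes of -0.20. The authors' scaling is argued against as the whole source, since opposite directions made up 72.3% of the genes called in both cultivars after quantile normalization. Exchanged cultivar labels at 0 h are also argued against. Of 62 genes seen only in "Kober 5BB" at 24 and 72 hpi, 0 were above 0 in every library labelled "Zitian Seedless" 0 h and 38 in every library labelled "Kober 5BB" 0 h.

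Several explanations of the opposite changes at 24 hpi stay open. The state of the leaves at 0 h may account for part of them, because the comparison of 72 with 24 h, which uses no 0 h library, gave an r between the cultivars of 0.18, outside the -0.02 to 0.02 of simulated unchanged groups. Exchanged time labels of 0 and 24 h in "Kober 5BB" could also account for them. With these labels exchanged r at 72 hpi would be 0.41 in place of 0.07, while r at 24 hpi changes sign by construction. The same exchange in "Zitian Seedless" gives 0.05 at 72 hpi. No label or statement of the paper points to such an exchange. The paper names the position of the sampled leaves, the same in both cultivars, and leaves of 0 h were treated with water. For inoculated leaves it describes darkness for the first 24 h and a cycle of light and darkness afterwards. For the RNA-Seq it refers to an earlier report for the inoculation of plants in vivo. The sampling hour and the light before 0 h are not given in the sources used here, and water-treated leaves of later times are not analysed here. A different response of a resistant and a susceptible cultivar, the biological explanation that the design names, was not tested apart from these.

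Genes described as photosynthetic drew attention because their interaction at 24 hpi had a median of -7.65 on the log2 scale, falling in "Kober 5BB" and rising in "Zitian Seedless". At 0 h 20 of the 21 genes were called higher in "Kober 5BB", with a median log2 difference of 7.43. Because these genes lay at very different levels before inoculation, a photosynthetic state of the leaves at 0 h that differed between the cultivars is a candidate explanation. It was tested on 38 other genes described as chloroplastic. Their median log2 difference at 0 h, "Kober 5BB" minus "Zitian Seedless", was 0.91, with 16 called higher and 4 lower. At 24 hpi they changed by a median of -1.05 in "Kober 5BB" and 0.31 in "Zitian Seedless". These directions held under quantile normalization, the scaling by total fragments and limma voom. The difference at 0 h and both changes to 24 hpi share the 0 h libraries, so they are not separate observations. They go with the explanation, and the values at 72 hpi do so only in part. At that time the chloroplastic genes had medians of -0.14 in "Kober 5BB", with 1 called upward and 11 downward, and 0.17 in "Zitian Seedless", with 12 and 5. The median in "Kober 5BB" was 0.02 after quantile normalization and 0.05 after scaling by total fragments, so its direction was not settled. The photosynthetic genes stood at -2.81 and 4.45 at 72 hpi. The stated darkness after inoculation applies to leaves of both cultivars and was not tested as an explanation. The values do not separate light or sampling hour from an effect of the cultivar, the pathogen or the exchange of time labels above.

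The comparison of the cultivars at 0 h, which the paper does not report as a count, drew attention with 9215 called genes, 5136 higher in "Kober 5BB" and 4079 lower. A comparison of 3 libraries with 3 has 10 splits, so chance cannot be excluded at 0.05 by regrouping, and the next largest split gave 1852 genes. At a limma adjusted p under 0.05 in place of the unadjusted P, 9017 genes were called. This argues against chance variation between replicates as the source of most of these genes. Scaling by total fragments, added after the data were seen, moved the upward share from 55.7% to 66.2%. Loss of "Kober 5BB" reads on the V. vinifera reference, also tested after the result was seen, is argued against as the main source of genes listed at 0. Only 80 genes with a mean FPKM of at least 1 in "Zitian Seedless" were listed at 0 in every "Kober 5BB" library, against 156 the other way round. A lower share of fragments on genes in "Kober 5BB" remains, and divergence of single genes from the reference was not tested. Cultivar, plant and sampling at 0 h stay open as explanations.

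Some genes of "Kober 5BB" were listed at 0 in its 0 h libraries alone. Of 54 genes with an FPKM of at least 1 in every "Kober 5BB" library of 24 and 72 hpi and listed at 0 in every "Zitian Seedless" library, 13 (24.1%) were listed at 0 in all 3 libraries of 0 h. When any other group was held out in the same way the share was at most 3.23%. A mixture with "Zitian Seedless" RNA is argued against as the source of these zeros, since 4 of 42 genes seen only in that cultivar (9.52%) were above 0 in every "Kober 5BB" 0 h library and 29 of them were listed at 0 in all 3. The median of their level was 0% of that in "Zitian Seedless" at 0 h, with an upper quartile of 0.290%. The highest level was 68.7%, and 2 genes lay above 10%. When any other group was held out, the highest level was at most 6.11%. The 9.52% is nevertheless the highest share of the 6 groups, against 0 to 3.03% in the others, and 12 to 14 of 57 genes seen only in "Zitian Seedless" at 24 and 72 hpi were above 0 in single "Kober 5BB" 0 h libraries. A small admixture stays open. Lower depth is argued against as well, because the 0 h libraries held 1.09 times the fragments of those of 72 hpi. Another plant or accession at 0 h cannot be told apart from induction of these genes after inoculation, since all 3 libraries of 0 h belong to 1 group.

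More genes were called in "Kober 5BB" than in "Zitian Seedless". Larger spread between the "Zitian Seedless" replicates may contribute, but it is argued against as the whole source. Without any p threshold 1.67 times as many genes passed an absolute log2 fold change of 1 in "Kober 5BB" at 24 hpi. In each comparison against 0 h the real split of 6 libraries gave the most genes of the 10 splits, too few for regrouping 6 libraries to exclude chance at 0.05. At an adjusted p under 0.05 limma called 8468 and 7347 genes in "Kober 5BB" and 4675 and 5353 in "Zitian Seedless" at 24 and 72 hpi. In 20 simulations of unchanged groups on the real spread, at most 584 genes passed the thresholds of the paper at 24 or 72 hpi in "Kober 5BB" and 574 in "Zitian Seedless", against at least 7631 and 5103 in any 1 real comparison, so chance variation on that spread, drawn independently for each gene, is excluded as the source of the 4 counts. Regrouping all 9 libraries of a cultivar excluded chance for the genes called at 24 or 72 hpi in each cultivar, for the genes called in all 4 comparisons, for those called in "Kober 5BB" alone (2 of 100 regroupings as large) and for those called in "Zitian Seedless" alone (4 of 100).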

How the results depend on the processing

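The scaling by total fragments, limma voom on the recovered fragments and the gene sets with some members left out were chosen after the results were seen.

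Over 40 summary results, 990 alternative values were computed. Of these 956 stayed within the spread or within 1.5 times the reported value, 34 moved further and 0 reversed. A count cannot change sign, so for the counts among them the last number tests nothing. The order of upregulated and downregulated genes in "Kober 5BB" at 72 hpi did change. It went from 3479 and 4152 to 4815 and 3340 under the scaling by total fragments. The median-of-ratios alternative is void as a test of scaling, because it multiplied every library by the same factor of 1.01.

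Scaling each library by its total of fragments on genes moved the calls of "Zitian Seedless" at 24 hpi to 4403 upward and 1423 downward, and the genes called in that direction there and not in "Kober 5BB" to 3899 and 1242. The construction shows the cause: the total differs from the library size in the deposited FPKM, and the median of all genes shifted by 0.29. Of the genes called at first, 1030 lost their call. The upward share became 59.0% in "Kober 5BB" at 72 hpi (821 calls lost), 65.3% in "Zitian Seedless" at 72 hpi (624 lost) and 66.2% between the cultivars at 0 h (923 lost). Quantile normalization gave 47.8% and 49.3% in "Kober 5BB" at 24 and 72 hpi, and limma voom 45.9% and 46.7%.

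Among the genes called in all 4 comparisons, a pseudocount of 1 lowered the upregulated genes to 248 and 169 in "Kober 5BB" at 24 and 72 hpi and to 261 and 258 in "Zitian Seedless", and those higher in "Kober 5BB" at 0 h to 204. The cause was not tested. The correlation across genes between the cultivars at 24 hpi was -0.24 with a pseudocount of 1, -0.17 with 0.1 and -0.15 with limma voom, and the cause was not tested. The share of genes above the limit was 68.2% for an FPKM of 0.1 and 54.4% for 1, by construction. PC1 and PC2 together carried 43.9% of the variance with scaled log2 values, 58.1% with log2 values of tested genes not scaled and 44.1% with tested genes alone, and the cause was not tested. Of 70 gene set tests, 17 were called by camera with the preset correlation, 39 by fry and 0 by camera with an estimated correlation, whose lowest adjusted p was 0.521. The estimated correlation widens the null by construction. All 17 calls held under fry. With those members left out 16 of 56 tests were called, and 1 earlier call was lost, that of the papain-like set, which then held 1 gene.

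Leaving out each library in turn gave an r between the cultivars of -0.25 (without "Zitian Seedless" 0 h replicate 3) to -0.15 (without replicate 1 of that group) at 24 hpi. At 72 hpi r was 0.0349 (without "Zitian Seedless" 72 h replicate 3) to 0.10 (without "Zitian Seedless" 0 h replicate 1). PC1 and PC2 carried 40.5% (without "Kober 5BB" 24 h replicate 1) to 42.6% (without "Zitian Seedless" 72 h replicate 1). No count of genes moved by over 1.5 times. Interactions numbered 11259 to 13296 at 24 hpi and 8484 to 11091 at 72 hpi, and genes called at 0 h 8758 to 10023, each highest without "Zitian Seedless" 0 h replicate 3. Called gene sets numbered 13 to 20.

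For single named genes, 2396 alternative values kept their call, 76 gained one and 101 lost one. For gene sets 238 kept it and 41 lost it, 17 of them under the estimated correlation. Among the genes with the largest rises and falls, no call changed in the comparison that chose the gene. For the gene of highest FPKM, VIT_19s0014g02740, quantile normalization gave a change of 0 in "Kober 5BB" at 24 hpi by construction, because a gene ranked first in each library receives the same value there. The changes of genes near the thresholds are given with those genes. Others concern differences between the cultivars that are not printed there. The interaction of the MAPK gene VIT_01s0011g04920 at 24 hpi, for example, had adjusted p-values from 0.0527 to 0.0999 without any 1 of 7 libraries, and that of the type II peroxiredoxin VIT_08s0040g03130 from 0.0532 to 0.061 without any 1 of 5.

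The replicate numbers were not taken as pairs, because not every pair of libraries with the same number correlated by over 0.1. Deviations from the group means correlated by -0.08 to 0.33 in 45 pairs of libraries with the same number, 15 of them over 0.1 and with a median of 0.06, and by -0.33 to 0.19 in 90 pairs with other numbers, 2 of them over 0.1 and with a median of -0.02. A weak effect shared by libraries of the same number is not excluded. With the number as a replicate block, 4061 genes were called upward and 4729 downward in "Kober 5BB" at 24 hpi, 3500 and 4182 at 72 hpi, and 2683 and 2490, then 3178 and 2628, in "Zitian Seedless". Under this block 4 named values gained a call: the 1-Cys peroxiredoxin VIT_05s0020g00600 in "Zitian Seedless" at 72 hpi (1.03), the interactions of VIT_05s0020g02850 at 24 hpi (adjusted p = 0.0393) and 72 hpi (adjusted p = 0.0494), and that of VIT_07s0005g00660 at 24 hpi (adjusted p = 0.0365).

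Depth limits genes of low FPKM. At about 17713182 fragments per library, the median, genes near the filter rest on few fragments, and their fold changes are set by the pseudocount.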

Differences from the paper's values

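The scaling by total fragments and limma voom on the recovered fragments were chosen after seeing the values, and so was the search for a gene that matches the AOS panel.

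The paper's number of genes specifically upregulated in "Zitian Seedless" at 72 hpi is 1656, and 2523 were counted here. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were a pseudocount of 1 (1834), a filter at a mean FPKM of 1 (2398), quantile normalization (2091), only the groups compared in the model (2126), the adjusted p (2381), and leaving out "Zitian Seedless" 0 h replicate 1 (2371), 72 h replicate 1 (2348) or 72 h replicate 2 (2476). Those that were not were a pseudocount of 0.1 (2820), no filter (2491), median-of-ratios scaling (2515), the replicate block (2550), no trend (2520), no p threshold (2639) and leaving out any other library of 0 or 72 h. Limma voom with adjusted p, chosen after seeing the values, gave 2473, which is within 1.5 times. The scaling by total fragments (2788) and limma voom with the unadjusted P (2808), also chosen after seeing the values, were not.

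Among the genes called in all 4 comparisons, the paper's number upregulated in "Kober 5BB" at 72 hpi is 142, against 277 here. For "Zitian Seedless" the paper's numbers are 210 at 24 hpi and 252 at 72 hpi, against 399 and 393. For the first and the second, of the alternatives set before the data were examined, only a pseudocount of 1 (169 and 261) and only the groups compared in the model (199 and 313) came within 1.5 times, and no other did. For the third, those within were a pseudocount of 1 (258), no filter (372), quantile normalization (363), only the groups compared (310), the adjusted p (339), and leaving out "Zitian Seedless" 0 h replicate 1 (366), 24 h replicate 1 (366), 24 h replicate 2 (373), 72 h replicate 1 (375), 72 h replicate 2 (378) or "Kober 5BB" 72 h replicate 3 (376). Outside it were a pseudocount of 0.1, a filter at a mean FPKM of 1, median-of-ratios scaling, the replicate block, no trend, no p threshold and leaving out any other library. The paper's upregulated and downregulated numbers for these genes sum to the paper's 566, 468, 520 and 544 in the 4 comparisons, while the paper's number of such genes is 664.

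For the AOS gene of Table S4, the FPKM in the paper's Fig. 4, read by eye, is about 88 in Fig. 4 at 0 h, about 79 in Fig. 4 at 24 hpi and about 270 in Fig. 4 at 72 hpi in "Kober 5BB", and about 300 in Fig. 4 at 0 h, about 300 in Fig. 4 at 24 hpi and about 440 in Fig. 4 at 72 hpi in "Zitian Seedless". The table gives 0, 0.0801 and 0.119 in "Kober 5BB" and 0.121, 0.0727 and 0.0627 in "Zitian Seedless" for VIT_03s0063g01830. Median-of-ratios scaling and leaving out any library of the group, set before the data were examined, did not bring any of them within 1.5 times. The gene of the table whose 6 means lie closest to the panel is VIT_18s0001g09990, which has no description, with 87.8 ± 12.0, 79.2 ± 6.66 and 273 ± 23.2 in "Kober 5BB" and 297 ± 72.0, 303 ± 47.7 and 442 ± 303 in "Zitian Seedless". Its largest log2 difference from the panel was 0.0167, and that of the next gene 0.777.

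The paper reports more upregulated than downregulated genes in "Kober 5BB" at both times, the paper's 4434 and 4000 at 24 hpi and 4198 and 3726 at 72 hpi. Here it was 4022 and 4691, and 3479 and 4152. For "Zitian Seedless" at 72 hpi the paper's numbers are 2346 up and 2421 down, against 3142 and 2596. At 24 hpi in that cultivar the order was the same. With the paper's directions exchanged, the largest ratio between the numbers would be 1.06 in place of 1.17 for "Kober 5BB" at 24 hpi, 1.07 in place of 1.21 at 72 hpi, 1.16 in place of 1.12 for "Zitian Seedless" at 24 hpi and 1.30 in place of 1.34 at 72 hpi. In "Kober 5BB" at 72 hpi upregulated genes were the more numerous under scaling by total fragments, chosen after seeing the values, with 4815 and 3340, and it dropped 821 of the genes called here.

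For the paper's 11713 genes called in "Kober 5BB", the 11629 counted here are within 1%, and so were the counts with no trend (11613), median-of-ratios scaling (11610, void as a test of scaling), the replicate block (11691) and leaving out "Kober 5BB" 72 h replicate 1 (11606) or 2 (11635). Further numbers of the paper were reached within 1% by other settings. For the paper's 6997 in "Zitian Seedless" it was only the groups compared (6961). For the paper's 7137 in "Kober 5BB" alone it was only the groups compared (7128) and, chosen after seeing the values, limma voom with adjusted p (7074). For the paper's 2278 downregulated genes in "Zitian Seedless" at 24 hpi it was quantile normalization (2294) and leaving out "Zitian Seedless" 0 h replicate 2 (2288) or 24 h replicate 1 (2268), and for the paper's 2421 at 72 hpi the adjusted p (2426) and leaving out 0 h replicate 2 (2430). For the paper's 4434 upregulated in "Kober 5BB" at 24 hpi it was limma voom, chosen after seeing the values (4391, with 137 calls of this comparison dropped), and for the paper's 2357 in "Zitian Seedless" at 24 hpi only the groups compared (2361). For downregulated genes in "Kober 5BB" at 24 hpi limma voom gave 5185, further from the paper's 4000 than the 4691 counted here. The paper's 310 shared downregulated genes in "Zitian Seedless" at 24 hpi were reached by limma voom with adjusted p, chosen after seeing the values (310), and the paper's 282 higher in "Kober 5BB" at 0 h by leaving out "Zitian Seedless" 24 h replicate 1 (280). For the paper's 1965 specifically downregulated in "Zitian Seedless" at 24 hpi it was the adjusted p (1948) and leaving out "Zitian Seedless" 0 h replicate 1 (1955), 0 h replicate 2 (1966) or 24 h replicate 1 (1958), and for the paper's 1913 at 72 hpi quantile normalization (1910), the replicate block (1905) and leaving out "Kober 5BB" 0 h replicate 3 (1904), "Kober 5BB" 72 h replicate 1 (1927) or "Zitian Seedless" 0 h replicate 1 (1901). The paper's 2019 specifically upregulated there at 24 hpi were reached by only the groups compared (2039) and leaving out 0 h replicate 1 (2030). The variance on PC1 and PC2, the paper's 40.9%, was 41.0% here and stayed within 1% of the paper's value when any 1 of 6 libraries was left out. How many of the paper's own called genes each setting drops was not analysed here.

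Some directions and rankings also differed. The paper gives its trends for the genes of Table S4 in its qRT-PCR section, where Fig. 4 shows both qRT-PCR and FPKM. No fold threshold is named for those trends, and the qRT-PCR values were not used here. The paper describes MCA and PLCP as rising in "Zitian Seedless" as well, and at 72 hpi their changes were -0.31 and 0.00. The mean FPKM of PLCP there did rise, from 393 to 423, through replicate 3 of 72 hpi at 662. Replicates 1 and 2 of 72 hpi, at 289 and 317, lay below every library of 0 h. MCA in "Kober 5BB" rose without a call (0.98 and 0.90), and it was called at 24 hpi with a pseudocount of 0.1 (1.03), after quantile normalization (1.08) and without "Kober 5BB" 0 h replicate 1 (1.12), and at 72 hpi without that library (1.05) or "Kober 5BB" 72 h replicate 3 (1.02). PLCP in "Kober 5BB" at 24 hpi was called after quantile normalization (1.00). The paper gives higher levels of both genes in "Kober 5BB", which held for MCA at 24 and 72 hpi, while the libraries overlapped for PLCP. The levels at these times were not tested against each other. At 0 h the libraries of MCA overlapped, with 2.38 to 3.45 FPKM in "Kober 5BB" and 2.13 to 3.10 in "Zitian Seedless". The WRKY gene VIT_04s0008g06600, described as induced, changed by 0.83 and 0.44 at 72 hpi without a call. PrxII, described as lower in both cultivars, changed by -1.05 in "Kober 5BB" and by -0.36 in "Zitian Seedless", the latter not called. The paper gives opposite trends for CHS, APX and a pair of NLR genes. For the gene that Table S4 names CHS both changes were called, in opposite directions. Whether that gene is a chalcone synthase was not settled here. APX fell by a called -1.98 in "Kober 5BB" at 72 hpi, and its rise of 0.95 in "Zitian Seedless" was called only without "Zitian Seedless" 0 h replicate 2 (1.14) or 72 h replicate 3 (1.22). For VIT_18s0041g02210 the rise of 0.69 in "Zitian Seedless" at 72 hpi was called only with a pseudocount of 0.1 (1.37) and without 72 h replicate 3 (1.04). For VIT_18s0089g00270 the rise of 1.06 in "Kober 5BB" at 72 hpi was called only with a pseudocount of 0.1 (1.94) and without 72 h replicate 1 (1.27) or 2 (1.40), and the fall in "Zitian Seedless" at 72 hpi, -0.69, only without "Zitian Seedless" 0 h replicate 3 (-1.18). Of the MAPK genes, the change of VIT_01s0011g04920 in "Kober 5BB" at 72 hpi, 0.997, was called with a pseudocount of 0.1 (1.15) and without "Kober 5BB" 0 h replicate 1 (1.05) or 2 (1.18) or 72 h replicate 1 (1.03) or 2 (1.00). The fall of VIT_17s0000g02570 in "Zitian Seedless" at 72 hpi, -0.75, was called without 72 h replicate 3 (-1.10), and the rise of VIT_05s0020g02530 there, 0.86, after quantile normalization (1.17) and without 0 h replicate 1 (1.03) or 72 h replicate 3 (1.02). The paper describes very little variance among replicates in the PCA plot. On PC1 and PC2 the largest distance between replicates of a group was 10.6 to 81.3, the highest in "Zitian Seedless" at 0 h, whose centroid lay 97.1 from that of 24 hpi. The paper ranks "Zitian Seedless" at 72 hpi above 24 hpi in upregulated shared genes and below it in downregulated ones, and here the counts were 393 and 399, and 362 and 356.

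Families taken from the descriptions also differed from the paper's statements. Of 10 WRKY genes, 4 were lower in "Kober 5BB" at 0 h and 1 higher, with a median of -0.55. Without 5 new transcripts, left out after the data were seen, 4 of 5 were lower and none higher. Of the other families, 4 of 10 MYB genes were higher and 2 lower, 1 of 3 bZIP genes was higher, and the 1 AP2/ERF gene differed by -0.88 without a call. Both genes described as chalcone synthase rose at 72 hpi in both cultivars, while the CHS gene of Table S4 rose in "Kober 5BB" alone (2.72). Of the 21 photosynthetic genes, 20 were called upward in "Zitian Seedless" at 72 hpi. The paper describes 2 PrxIIs and 1 1-Cys peroxiredoxin as higher in "Kober 5BB", with no time or identifier given in that statement. They were taken here as the 2 genes described as type II and the 1 described as 1-Cys, which the paper does not state. All 3 lay higher there at 0 h, VIT_05s0020g02850 (0.61) without a call. At 24 hpi VIT_08s0040g03130 had 20.4 FPKM in "Kober 5BB" and 18.8 in "Zitian Seedless", VIT_05s0020g02850 had 75.9 and 70.6, and VIT_05s0020g00600 had 0.0934 and 0.451. At 72 hpi VIT_08s0040g03130 had 26.6 FPKM in "Kober 5BB" and 41.2 in "Zitian Seedless", VIT_05s0020g02850 had 61.1 and 56.5, and VIT_05s0020g00600 was listed at 0 in "Kober 5BB" and had 1.30 in "Zitian Seedless". The levels at 24 and 72 hpi were not tested against each other. The PrxII of Table S4, VIT_11s0016g03630, was 0.97 higher, and it was called after quantile normalization (1.27) and without "Zitian Seedless" 0 h replicate 3 (1.30).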

Other observations

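All tests of explanations stand with the results they bear on. The genes named here outside the rule for named genes, and the sets with some members left out, were chosen after the results were seen.

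Of the gene sets taken from descriptions, 10 were large enough to test. Besides photosynthesis, genes of ribosomal proteins (63) fell at 72 hpi in both cultivars, with a median log2 fold change of -0.65 in "Kober 5BB" (higher in 4 of 63 genes, limma camera adjusted p = 2.4e-07) and -0.90 in "Zitian Seedless" (higher in 7 of 63 genes, adjusted p = 1.5e-13). The call in "Kober 5BB" was lost after quantile normalization (-0.22, adjusted p = 0.0635). Tubulin and kinesin genes (44) fell at 72 hpi in "Kober 5BB", by a median of -0.51 (adjusted p = 0.0363), and the difference between the cultivars was -0.72 (adjusted p = 0.043). The former had an adjusted p of 0.0836 with a filter at a mean FPKM of 1 and 0.0967 without "Kober 5BB" 0 h replicate 3. The latter had 0.121 with that filter, 0.16 without "Zitian Seedless" 0 h replicate 3, 0.0826 without "Kober 5BB" 0 h replicate 3 and 0.0912 without "Zitian Seedless" 72 h replicate 2. MAP kinase genes (12) had a median of -0.71 in "Zitian Seedless" at 24 hpi (adjusted p = 0.0471) and an interaction of 1.55 at that time (adjusted p = 0.0471). Both calls were lost after quantile normalization (adjusted p = 0.145 and 0.104), with a pseudocount of 1, with a filter at a mean FPKM of 1 and without the trend. Leaving out "Zitian Seedless" 0 h replicate 1 gave 0.102 and 0.0708, and leaving out "Zitian Seedless" 24 h replicate 3 gave 0.0591 for both. The interaction was also lost without replicate 2 or 3 of "Kober 5BB" at 0 h (0.0512 and 0.0679) or replicate 1 or 3 at 24 hpi (0.0524 and 0.0743). No set was called under an estimated correlation.

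Genes described as NBS-LRR resistance proteins (52 tested) were not called by camera in any comparison, with adjusted p-values from 0.103 to 0.840. In "Kober 5BB" 14 were called upward and 15 downward at 24 hpi, and 12 and 18 at 72 hpi. The counts in "Zitian Seedless" were 2 and 11, then 7 and 3. At 0 h 18 were higher in "Kober 5BB" and 14 lower, with a median log2 difference of 0.08 (camera adjusted p = 0.635, fry adjusted p = 0.0108) that was -0.05 after quantile normalization.

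The phenylpropanoid genes lay lower in "Kober 5BB" before inoculation. Of 15 genes described as phenylalanine ammonia-lyase, 12 were called lower and none higher at 0 h, with a median log2 difference of -1.81 (camera adjusted p = 4.2e-04). In "Zitian Seedless" their median fell by 1.29 at 24 hpi (adjusted p = 0.013) and by 1.29 at 72 hpi (adjusted p = 0.00566). The 5 genes described as stilbene synthase were all called lower in "Kober 5BB" at 0 h, with a median of -2.71, and all 5 fell in "Zitian Seedless" at 72 hpi, with a median of -2.94. In "Kober 5BB" their median was 1.49 at 24 hpi and -0.23 at 72 hpi, the latter 0.02 after scaling by total fragments. The neighbour of the CHS gene of Table S4, VIT_16s0100g00780, is described as stilbene synthase 5 and changed by 2.03 and 3.18 in "Kober 5BB" and by -0.72 and -2.94 in "Zitian Seedless" at 24 and 72 hpi. Reads shared between these near-identical genes were not tested.

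The gene with the highest mean FPKM over all libraries, VIT_19s0014g02740 (on chromosome 19 from 2789637 to 2790200), is described as a putative metallothionein-like protein. It had 30079 ± 3882 FPKM at 0 h, 75929 ± 7915 at 24 hpi and 50883 ± 8826 at 72 hpi in "Kober 5BB", and 11105 ± 5987, 13691 ± 1909 and 16615 ± 4101 in "Zitian Seedless". Its log2 fold change of 1.34 at 24 hpi in "Kober 5BB" had a limma adjusted p of 0.0695 and rested on every library, since the call was lost without any 1 of the 6 (1.23 to 1.42, adjusted p from 0.0943 to 0.161). It was also lost with a pseudocount of 0.1 (adjusted p = 0.0890), with no filter (adjusted p = 1) and with only the groups compared in the model (adjusted p = 0.859). At 0 h the gene was higher in "Kober 5BB" by 1.61 (adjusted p = 0.0315), a call lost with no filter (adjusted p = 1), after quantile normalization (1.15), with only the groups compared (adjusted p = 0.224) and without "Zitian Seedless" 0 h replicate 1 (1.09, adjusted p = 0.181) or "Kober 5BB" 0 h replicate 3 (1.52, adjusted p = 0.0919). The interaction at that time was 0.87 (adjusted p = 0.405), so a difference between the cultivars in this change was not shown. The next, VIT_05s0077g01580 (on chromosome 5 from 1263801 to 1264645), is described as pathogenesis-related protein 10. It rose at 24 hpi from 4317 ± 221 to 17955 ± 2011 FPKM in "Kober 5BB" and from 4445 ± 118 to 10275 ± 4343 in "Zitian Seedless", log2 fold changes of 2.05 (adjusted p = 4.2e-04) and 1.12 (adjusted p = 0.0389). At 72 hpi it had 8403 ± 1176 and 2573 ± 1114 FPKM, and the changes to that time differed by 1.83 (adjusted p = 0.0153). With no filter these 3 calls were lost (adjusted p = 0.650, 1 and 0.854), and with only the groups compared the rises at 24 hpi had adjusted p-values of 0.114 and 0.530. The rise in "Zitian Seedless" was 0.81 without "Zitian Seedless" 24 h replicate 3. The change at 72 hpi in "Kober 5BB" was called after quantile normalization (1.48) and without 72 h replicate 1 of that cultivar (1.07), and that in "Zitian Seedless" without its 72 h replicate 2 (-1.20). The third, VIT_07s0005g00660 (on chromosome 7 from 3321191 to 3321960), has no description. Its change was -1.05 (adjusted p = 0.0257) in "Kober 5BB" at 72 hpi and -0.98 (adjusted p = 0.0524) in "Zitian Seedless" at 24 hpi. The former was lost with no filter (adjusted p = 0.955), after quantile normalization (-0.33) and without "Kober 5BB" 72 h replicate 1 (-0.99). The latter was called after quantile normalization (-1.88) and without "Zitian Seedless" 0 h replicate 1 (-1.29), 24 h replicate 2 (-1.11) or 24 h replicate 3 (-1.11). Quantile normalization also called the change in "Zitian Seedless" at 72 hpi (-1.32) and the difference at 0 h (-1.92), the latter called without "Zitian Seedless" 0 h replicate 1 as well (-1.02). The interaction at 24 hpi was not called (adjusted p = 0.0608), lay between 0.94 and 1.52 with each library of the 4 groups left out in turn, and had adjusted p-values of 0.0483 with a filter at a mean FPKM of 1, 0.0028 after quantile normalization, 0.0104 without the trend and 0.0202 without "Zitian Seedless" 0 h replicate 1. Why the calls of these abundant genes depend on the filter was not tested.

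The 1 gene described as a metacaspase, VIT_19s0085g01030 (on chromosome 19 from 23626226 to 23627770), is not the MCA gene of Table S4 and was chosen after its values were seen. Its mean FPKM was 168 at 0 h, 319 at 24 hpi and 53.8 at 72 hpi in "Kober 5BB", and 287, 149 and 157 in "Zitian Seedless". The log2 fold changes were 0.91 and -1.64 in "Kober 5BB" (limma adjusted p = 0.00383 and 3.8e-05) and -0.90 and -0.88 in "Zitian Seedless" (adjusted p = 0.00746 and 0.00737), and the fall at 72 hpi in "Kober 5BB" was the 1 change past the fold threshold. The change at 24 hpi differed between the cultivars by 1.81 (adjusted p = 2.9e-04). All 4 changes kept their sign under quantile normalization, the scaling by total fragments and limma voom, and the rise at 24 hpi was 1.03 after quantile normalization.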
